# Single amino-acid mutation in a *Drosoph ila melanogaster* ribosomal protein: An insight in uL11 transcriptional activity

**DOI:** 10.1371/journal.pone.0273198

**Published:** 2022-08-18

**Authors:** Héloïse Grunchec, Jérôme Deraze, Delphine Dardalhon-Cuménal, Valérie Ribeiro, Anne Coléno-Costes, Karine Dias, Sébastien Bloyer, Emmanuèle Mouchel-Vielh, Frédérique Peronnet, Hélène Thomassin

## Abstract

The ribosomal protein uL11 is located at the basis of the ribosome P-stalk and plays a paramount role in translational efficiency. In addition, no mutant for *uL11* is available suggesting that this gene is haplo-insufficient as many other *Ribosomal Protein Genes* (*RPGs*). We have previously shown that overexpression of *Drosophila melanogaster uL11* enhances the transcription of many *RPGs* and *Ribosomal Biogenesis genes* (*RiBis*) suggesting that uL11 might globally regulate the level of translation through its transcriptional activity. Moreover, uL11 trimethylated on lysine 3 (uL11K3me3) interacts with the chromodomain of the Enhancer of Polycomb and Trithorax Corto, and both proteins co-localize with RNA Polymerase II at many sites on polytene chromosomes. These data have led to the hypothesis that the N-terminal end of uL11, and more particularly the trimethylation of lysine 3, supports the extra-ribosomal activity of uL11 in transcription. To address this question, we mutated the lysine 3 codon using a CRISPR/Cas9 strategy and obtained several lysine 3 mutants. We describe here the first mutants of *D*. *melanogaster uL11*. Unexpectedly, the *uL11*^*K3A*^ mutant, in which the lysine 3 codon is replaced by an alanine, displays a genuine *Minute* phenotype known to be characteristic of *RPG* deletions (longer development, low fertility, high lethality, thin and short bristles) whereas the *uL11*^*K3Y*^ mutant, in which the lysine 3 codon is replaced by a tyrosine, is unaffected. In agreement, the rate of translation decreases in *uL11*^*K3A*^ but not in *uL11*^*K3Y*^. Co-immunoprecipitation experiments show that the interaction between uL11 and the Corto chromodomain is impaired by both mutations. However, Histone Association Assays indicate that the mutant proteins still bind chromatin. RNA-seq analyses from wing imaginal discs show that Corto represses *RPG* expression whereas very few genes are deregulated in *uL11* mutants. We propose that Corto, by repressing *RPG* expression, ensures that all ribosomal proteins are present at the correct stoichiometry, and that uL11 fine-tunes its transcriptional regulation of *RPGs*.

## Introduction

*Drosophila Minute* mutants have been studied for almost a hundred years. They were first described for displaying thin and short bristles, *i*.*e*. *Minute* bristles, together with prolonged development [1]. All *Minute* mutations are dominant and lethal when homozygous. The vast majority of them strongly impact viability and fertility, to the point that some could only be identified through transient aneuploidy experiments. *Minute* loci have been characterized over time and all but a few of *Minute* genes have been identified as *Ribosomal Protein Genes* (*RPGs*) [2, 3].

A substantial part of RPs’ contribution to cell metabolism has been attributed to their ability to alter ribosome behaviour with consequences on protein synthesis. However, some free RPs are also known for a long time to carry regulatory activities, consequently termed “extra-ribosomal functions” (for a review see [4]). This is notably the case for RPL12, aka uL11 following the new nomenclature proposed to avoid confusion between species [5]. Indeed uL11 was shown in *C*. *elegans* and mammals to bind its own messenger RNA and inhibit its splicing, leading to aberrant transcripts targeted for degradation through nonsense-mediated mRNA decay [6, 7]. Furthermore, in *S*. *cerevisiae*, uL11 was shown to be required for the transcription of a subset of PHO pathway genes that are inducible under low phosphate conditions [8].

*Drosophila melanogaster* uL11 is encoded by a unique gene (*uL11/RPL12/ CG3195*/*FBgn0034968*) located on the right arm of chromosome 2 at cytogenetic position 60B7. Three transcripts corresponding to *uL11* encode the same 165 amino acid protein. *uL11* expression is ubiquitous and described as “very high” to “extremely high” in all tissues, developmental stages, and cell lines [9]. Two deletions encompassing the whole *uL11* area have been described [*i*.*e*. *Df(2R)bw*^*VDe2*^*LPx*^*KR*^ and *Df(2R)Exel6081*]. However, it was recently proposed that the cytological borders of the first one did not cover the *uL11* region (FBrf0230794) and the second one was lost (FBrf0206661). Thus, there is no evidence that aneuploidy at this locus can be viable, and the locus is indeed described as haplolethal [4, 10, 11]. Another *RPG* (*eL39/RpL39*), and several essential genes (*eEF5*, *yki*) are found in the vicinity of *uL11* [11, 12]. For this reason, the genes responsible for this haplolethality remain uncertain. However, it is likely that *uL11* contributes to this phenotype as no classical allele has been described yet. Moreover, we observed that ubiquitous RNAi-mediated *uL11* inactivation is lethal during the first larval instar.

The uL11 protein forms, together with the ribosomal protein uL10, the basis of the P-stalk, a lateral protuberance of the 60S subunit which is a critical element of the ribosomal GTPase-associated center known to interact with factors involved in translational elongation and termination [13]. The uL11 protein consists of two domains connected with a hinge, a C-terminal globular domain anchored to a conserved region of the 28S rRNA and a flexible N-terminal domain. The N-terminal domain interacts with several translation factors, notably eEF2 [13, 14]. As a consequence, uL11 has been shown to play an important role at many steps of the translational cycle. In yeast, a deficiency for *uL11* prevents the release of the ribosome associated protein Tif6, which is the last maturation step before the 60S subunit becomes functional and uL11 deficient ribosomes display a decrease in translational fidelity [15]. In cultured human cystic fibrosis bronchial epithelial cells, depletion of uL11 reduces the rate of translational initiation and elongation [16].

We have recently established that *Drosophila melanogaster* uL11 interacts with the chromodomain of the epigenetic co-factor Corto [17]. Chromodomains recognize trimethylated lysines on histones, and the interaction between uL11 and Corto was shown to require the trimethylation of uL11 on lysine 3 (uL11K3me3). Trimethylation of uL11 lysine 3 is very well conserved, existing also in *S*. *cerevisiae*, *S*. *pombe* and *A*. *thaliana* [18–20]. In *D*. *melanogaster*, uL11 and Corto bind chromatin, colocalize at many sites on polytene chromosomes and are recruited on the *hsp70* gene upon transcriptional activation [17, 21]. Overexpression of uL11 as well as that of the Corto chromodomain induces the transcription of many *RPGs* and *Ribosomal Biogenesis* genes (*RiBis*) suggesting that uL11 could globally regulate the level of translation through its transcriptional activity. Thus, our previous study led us to hypothesize that uL11K3me3 was involved in transcriptional regulation.

To test this hypothesis, we designed a CRISPR/Cas9 strategy for mutating the uL11 lysine 3 codon. In this study we have replaced the lysine 3 codon of uL11 with codons for amino acids that are not subject to methylation; alanine (uL11K3A) and tyrosine (uL11K3Y). The *uL11*^*K3A*^ mutant, but surprisingly not the *uL11*^*K3Y*^ mutant, displays *Minute* phenotypes *i*.*e*. longer development, low fertility, high lethality and thin bristles. As expected, uL11K3A and uL11K3Y proteins do not interact with the Corto chromodomain anymore. However, they still bind chromatin. RNA-seq analyses from wing imaginal discs show that Corto represses *RPG* expression whereas very few genes are deregulated in *uL11* mutants.

## Materials and methods

### *Drosophila* genetics

*Drosophila melanogaster* stocks and crosses were kept on standard yeast corn-meal medium (7.5% yeast, 9% cornmeal, 1% agar, 0.27% Moldex) at 25°C. For all experiments, crosses were set up with similar densities to prevent confounding effects of overcrowding. *w*^*1118*^ was used as the control strain. The *corto*^*420*^ and *corto*^*L1*^ loss-of-function alleles were described in [17].

### Strategy of CRISPR/Cas9 mutagenesis

The *pU6-chiRNA*:*sgRNA* plasmid was obtained by incorporating the *sgRNA* sequence (obtained by annealing *phos-gRNA-F* and *phos-gRNA-R*, S1 Table) into *pU6-BbsI-chiRNA* (Addgene plasmid # 45946) [22, 23] following the protocol provided on https://flycrispr.org/protocols/. Sequence was confirmed using the T3 universal primer.

A 123 nucleotide-long single-stranded oligodeoxynucleotide (*ssODN*) carrying the lysine (AAA) to alanine (GCC) substitution flanked by two 60 nucleotide-long homology arms was used as a template for Homology-Directed Repair (HDR) (synthetized by Integrated DNA Technologies Inc) (S1 Table). The *uL11* region of the recipient line *vasa-Cas9* (BL-51324) was sequenced in order to respect possible polymorphisms. To prevent base pairing with the *sgRNA*, the *ssODN* was designed to be homologous to the PAM carrying strand.

### Fly transgenesis

Two hundred *vasa-Cas9* embryos were injected with a mixture containing 100 ng/μL *pU6-chiRNA*:*sgRNA* and 100 ng/μL *ssODN* (BestGene Inc.). Transformant G0 flies (48 females and 44 males) were individually crossed to *w*^*1118*^*; In(2LR)Gla*, *wgGla1/SM5* flies (*Gla/SM5*). Among them, only 18 males and 11 females were fertile. Curly wing G1 siblings were individually crossed to *Gla/SM5* flies. Once the G2 progeny born, G1 founding flies were harvested, genomic DNA extracted, and LNA allele-specific genotyping performed as described below. 294 G1 individuals were genotyped to detect the presence of *uL11* mutant alleles. Curly wing G2 offspring of G1 flies carrying a mutant allele of *uL11* were then crossed with each other to establish mutant balanced strains. In order to eliminate potential unspecific mutations, ten balanced mutant females from the offspring were then individually backcrossed with *w*^*1118*^ males and genotyped by High Resolution Melting Analysis (HRMA) after laying eggs. *uL11 m*utant females were kept and the whole procedure was repeated seven times.

### Genomic DNA extraction

Genomic DNA was extracted by crushing single flies in 100 μL SB buffer (10 mM Tris pH 8.0, 1 mM EDTA, 25 mM NaCl, 200 μg/μL Proteinase K), followed by 30 min incubation at 37°C. DNA was further purified by standard phenol-chloroform extraction followed by ethanol precipitation.

### Genotyping by locked nucleic acid allele-specific qPCR

Forward allele-specific primers with 3’ end matching either wild-type (*LNAWT*) or mutated 3^rd^ codon (*LNAK3A*) of *uL11* (AAA or GCC, respectively) and a Locked Nucleic Acid (LNA) nucleotide [24] at the second position of the mismatch codon were used in combination with a reverse primer (*CRISPR1_R*) to amplify a 219 nucleotide fragment (S1 Table). 25 μL reactions were set to contain 5 to 15 ng of genomic DNA, 0.5 μM forward and reverse primers, 0.4 nM dNTP, 0.75 μL SYBR green (Diagenode), and 2.5 units of DreamTaq polymerase (Thermo Fisher Scientific) in TMAC buffer (67 mM Tris pH 8.8, 6.7 mM MgCl2, 16.6 mM ammonium sulfate, 0.5 mM tetramethylammonium chloride, 0.17 mg/mL BSA) [25]. 0.5 ng of plasmid containing the *uL11* coding region in which the AAA lysine 3 codon was replaced by GCC was used as positive control. qPCR reactions were carried out in a CFX96 system (BioRad) [95°C 3 min; 40 cycles (95°C 20 s, 64°C 20 s, 72°C 30 s)]. To confirm the presence of the mutated allele, a 1.5 kb region centred on the lysine 3 codon was sequenced.

### High Resolution Melting Analysis (HRMA)

Genomic DNA was analysed by HRMA as described in [26]. Briefly, oligonucleotides *uL11-HRMA-F* and *uL11-HRMA-R* (S1 Table) were used to amplify a 173 bp region centred on the *uL11* lysine 3 codon. PCR reactions were performed with SsoFast^TM^ EvaGreen® Supermix (Bio-Rad) in 20 μL reactions containing 2 to 15 ng genomic DNA and 0.5 μM each oligonucleotide. Cycles were carried out in a CFX96 system (BioRad) [98°C 3 min; 40 cycles (98°C 2 s, 57.3°C 15 s)]. Thermal melting profiles were obtained in the same device by increasing temperature from 75 to 95°C using a temperature increment of 0.2°C. They were normalized as described by [27].

### uL11K3me3 antibodies

Polyclonal anti-uL11K3me3 antibodies were generated in rabbit using a peptide corresponding to the first 16 amino acids of uL11 with methylated lysine 3 [PPK(me3)FDPTEVKLVYLRC] (Eurogentec). The serum was first loaded on a uL11K3me3 peptide affinity column which allowed to retain anti-uL11K3me3 and anti-uL11 antibodies. After elution, they were separated by passage through an unmethylated uL11 peptide affinity column. Specificity of the antibodies was checked by dot blot (S1 Fig).

Proteins were extracted from third instar larvae in RIPA buffer (150 mM sodium chloride, 1% NP40, 0.5% sodium deoxycholate, 0.1% SDS, 50 mM Tris-HCl pH 8,0) supplemented with phosphatase and protease inhibitors (Roche). 30 μg of proteins were separated by SDS-PAGE electrophoresis on 15% acrylamide gels. Western blots were performed according to standard protocols using either goat anti-uL11 (SantaCruz sc82359, 1/1000), rabbit anti-uL11K3me3 (1/6000), or mouse anti-α-tubulin (DSHB E7c, 1/2500) as primary antibodies. Anti-goat (Jackson ImmunoResearch; 705035147; 1/10000), anti-rabbit (1/20000) or anti-mouse (Sigma NA931; 1/20000) were used as secondary antibodies.

### Analysis of mutant life history traits

uL11 wild-type or mutant chromosomes were balanced with *CyO*,*Dfd-EYFP* (from strain BL-8578) or SM5. About 100 females and 60 males were placed in laying cages on agarose plates (2% agarose, 5% vinegar, neutral red) supplemented with yeast. To measure embryonic lethality, 100 embryos were collected from each laying cage, transferred on new agarose plates and emerging first instar larvae were counted. To measure larval and pupal lethality, 100 embryos were collected and transferred into yeast cornmeal medium tubes at 25°C. Pupae and adults were then counted. Three independent experiments were performed and results were pooled. To measure developmental time, first instar larvae were collected and transferred into yeast cornmeal medium tubes at 25°C (50 to 100 larvae per tube). Vials were checked from 9 days after egg laying until no more adults emerged. Statistical significance was assessed by Chi-2 tests.

### Measure of bristle length

Adult bodies free of wings, legs and heads were aligned on agar cups. Images were captured using a Leica Model MZ FLIII microscope equipped with a Leica Model DC480 camera. Scutellar bristles were measured using the ImageJ segmented line tool. Normality was checked by Shapiro-Wilk tests and homogeneity of variances by F tests. Student’s t-tests were then set taking into account homo- or heteroscedasticity of variances.

### Measure of wings

Adult flies were kept in 70% ethanol for 48 h and transferred into PBS glycerol (1:1 v/v). Wings were dissected and mounted on glass slides, dorsal side up, in Hoyer’s medium. Slides were scanned with a Hamamatsu Nanozoomer Digital Slide scanner, running the Nanozoomer software with a 20x objective and an 8 bit camera. Wing pictures were separately exported into TIF format using NDP.view and the 5 x lens. Measurements of wing length were performed as described in [28].

### Plasmids

*uL11* was amplified from *w*^*1118*^ embryonic cDNAs and subcloned into *pENTR/D-TOPO* (Invitrogen) [17]. *pENTR-uL11*^*K3A*^ and *pENTR-uL11*^*K3Y*^ were obtained by site-directed mutagenesis using the oligonucleotides described in [17] and in S1 Table, respectively. The cDNAs were then transferred either into the *pAWM* or the *pAWH* Gateway® *Drosophila* vectors allowing expression of fusion proteins with a C-terminal Myc or HA tag under the control of an actin promoter in S2 cells.

### Cell transfection

S2 cells were cultured at 25°C in Schneider’s *Drosophila* medium supplemented with 10% heat-inactivated fetal bovine serum and 100 units/mL of penicillin and streptomycin (Life technologies). To obtain cells permanently expressing uL11-HA, uL11K3A-HA or uL11K3Y-HA, a mix containing a 5:1 molar ratio of the *pA-uL11-HA*, *pA-uL11*^*K3A*^*-HA* or *pA-uL11*^*K3Y*^*-HA* expression vector and the selection plasmid *pCoBlast* (Invitrogen) was prepared. 10^6^ cells were then transfected with 2 μg of DNA using Effecten® transfection reagent (Qiagen) according to the manufacturer’s instructions at a 1:10 DNA/Effecten® ratio. Selection was performed by addition of 10 μg/mL of blasticidin after 48 h. After initial selection, stable cell lines were cultured in presence of 2 μg/mL of blasticidin. For transient expression, 10^6^ cells were transfected with 2 μg of either *pA-uL11-Myc*, *pA-uL11*^*K3A*^*-Myc* or *pA-uL11*^*K3Y*^*-Myc*, and 2 μg of *pA-FLAG-CortoCD* [17] using Effecten® at a 1:10 DNA/Effecten® ratio.

### Polysome fractionation

Cells were harvested at 50% confluence and washed in Schneider medium at room temperature to remove the fetal bovine serum. They were then resuspended in ice-cold lysis buffer (20 mM Hepes pH 7.5, 250 mM KCl, 10 mM MgCl2, 5 mM DTT, 1 mM EDTA, 0.5% NP-40) supplemented with EDTA-free protease inhibitor cocktail (Roche Diagnostics) and 40 U/mL Ribolock RNAse Inhibitor (ThermoFisher). For EDTA treatment, the same buffer adjusted to 25 mM EDTA and without MgCl2 was used. After centrifugation at 500 g for 5 min to pellet nuclei, supernatants were layered onto 10 to 50% sucrose gradients in polyribosome buffer (20 mM Hepes pH 7.5, 250 mM KCl, 20 mM MgCl2, 2 mM DTT), supplemented with EDTA-free protease inhibitor cocktail and 40 U/mL Ribolock RNAse Inhibitor. Gradients were centrifuged at 39,000 rpm for 165 min at 4°C in a Beckman SW41-Ti rotor. Optical density at 254 nm was monitored using a density gradient fractionator (Teledyne Isco, Lincoln, NE).

Western blots were performed according to standard protocols using mouse anti-HA (Sigma F2411; 1/1000) as primary antibodies and anti-mouse (Sigma NA931; 1/20000) as secondary antibodies. They were revealed using the Supersignal™ West Pico PLUS Chemiluminescent Substrate (Thermo Scientific) as described by the supplier.

### Puromycin assays

Puromycin assays were adapted from [29] with the following modifications: 20 third instar larvae were turned inside-out and incubated for 1 h at 25°C under gentle rotation in Schneider’s medium supplemented or not with 10 mg/mL cycloheximide (Sigma). Puromycin (antpr1, InvivoGen) was then added at a final concentration of 0.28 mg/mL and incubation was continued for 2 h. Total proteins were extracted in a buffer containing 30 mM Hepes pH 7.4, 0.1% NP40, 150 mM NaCl, 2 mM Mg(OAc)_2_ supplemented with phosphatase and protease inhibitors (Roche) (adapted from [30]). 60 μg of protein extracts were deposited on a 12% acrylamide gel.

Western blot were performed according to standard protocols using mouse anti-puromycin (Kerafast, 3RH11; 1/500) or mouse anti-H3 (Diagenode; C15200011; 1/1000) as primary antibodies, and anti-mouse (Sigma; NA931; 1/20000) as secondary antibodies and revealed using the Supersignal™ West Pico PLUS Chemiluminescent Substrate (Thermo Scientific). Puromycin and H3 signals were measured using ImageJ. The puromycin signal (signal in the samples treated with CHX and puromycin minus signal in the untreated sample) was normalized towards the H3 signal. Statistical significance was assessed by Student’s t-tests.

### Co-immunoprecipitation

S2 cells transiently transfected with either *pA-uL11-Myc*, *pA-uL11*^*K3A*^*-Myc* or *pA-uL11*^*K3Y*^*-Myc* and *pA-FLAG-CortoCD* [17] were harvested after 48 h and washed in Schneider medium at room temperature. Co-immunoprecipitations were performed as described in [31] without fixation. 30 μl of Protein G coated Bio-Adembeads (Ademtech) were incubated with either 1 μg of mouse monoclonal anti-FLAG antibody (F3165, Sigma), or goat anti-HA antibody as mock (sc-805, Santa Cruz Biotechnology).

Western blot were performed according to standard protocols using mouse anti-Myc (Abcam ab9132; 1/10000) or anti-FLAG (Sigma F3165; 1/5000) as primary antibodies and anti-mouse (Sigma NA931; 1/20000) as secondary antibodies and were revealed using the Supersignal™ West Pico PLUS Chemiluminescent Substrate (Thermo Scientific).

### Histone association assays

S2 cells permanently expressing uL11-HA, uL11K3A-HA or uL11K3Y-HA were cross-linked with formaldehyde and chromatin was prepared as described [32]. One μL of chromatin was kept for the input and immunoprecipitation was performed on the remaining chromatin using anti-H3 antibodies (mouse monoclonal, C15200011, Diagenode; 3 μg/IP). Chromatin-associated proteins were detected by Western blot: H3 was detected using anti-H3 antibodies (1/5000), uL11-HA proteins using anti-HA antibodies (Sigma F2411; 1/1000), and histone H2B using anti-histone H2B antibodies (Abcam ab1790; 1/2000); anti-mouse (Sigma NA931; 1/20000) or anti-rabbit (A0545, Sigma; 1/20000) were used as secondary antibodies. Western blots were revealed with a ChemiDoc MP Imaging System (Bio-Rad).

### RNA-seq, bioinformatic analyses and RT-qPCR

Wing imaginal discs of third instar female larvae (one disc per larva) were dissected by batches of 50 in ice-cold PBS and frozen in liquid nitrogen. 150 discs (three batches) were pooled. Total RNAs were extracted using RNeasy kit (Qiagen).

Preparation of library and RNA-seq from *corto*^*420*^*/corto*^*L1*^ wing imaginal discs were performed as described in [17]. For *uL11* wing imaginal discs, library preparation was performed using the TruSeq® Stranded mRNA Library Prep kit (Illumina). Library preparation and Illumina sequencing were performed at the École Normale Supérieure genomics core facility (Paris, France) on a NextSeq 500 (Illumina). Three replicates were sequenced for each genotype. 75 bp single reads were trimmed using FastQC (Galaxy version 0.72). Reads were then aligned against the *D*. *melanogaster* genome (dm6 genome assembly, release 6.30) using STAR (Galaxy Version 2.6.0b-2). Reads were counted using FeatureCounts (Galaxy Version 1.6.0.6). Differential analysis was performed using DESeq2 version 1.32.0. Gene ontology was analysed with DAVID (https://david.abcc.ncifcrf.gov/home.jsp). The RNA-Seq gene expression data and raw fastq files are available at the GEO repository (https://www.ncbi.nlm.nih.gov/geo/info/seq.html) under accession number GSE181926.

RT-qPCR were performed on wing imaginal disc cDNAs as described in [28]. Expression levels were quantified with the Pfaffl method [33] and normalized to the geometric mean of two reference genes, *GAPDH* and *Spt6*, the expression of which did not vary in the mutants. Sequences of primer pairs are listed in S1 Table.

## Results

### CRISPR/Cas9 editing of the uL11 lysine 3 codon

*uL11* is located within a cluster of highly transcribed genes, many of which are also essential (including *eEF5*, *RpL39/eL39*, *yki*…) [11, 12]. This cluster is indeed part of the 1.6% haplolethal regions of the euchromatic *Drosophila* genome [3]. Furthermore, *uL11* is bordered by two small intergenic sequences (465 and 620 bp, respectively) that might contain regulatory elements (Fig 1). Thus, the insertion of a selection cassette within this locus could disrupt gene expression and impede viability. 

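*uL11* is annotated as *RpL12* (FBgn0034968) and lies on the plus strand of chromosome arm 2R of the dm6 assembly, from 24060378 to 24061860. In wing imaginal discs of the *w1118* larvae that served as reference for the *uL11* mutants, *RpL12* ranked 58 by its mean level among the 17807 genes of the count table, with a CPM, the count scaled to library size, of 1993 ± 342 (SD, n = 3 libraries). *eEF5* (FBgn0285952, from 24057798 to 24059483) ranked 62, with 1933 ± 203 CPM. *RpL39* (FBgn0023170, from 24061853 to 24062431) ranked 134, with 1100 ± 201 CPM. *yki* (FBgn0034970, from 24065975 to 24068485) was weaker in this tissue, with 86.1 ± 13.5 CPM and rank 2434. The noncoding gene *CR44814* (FBgn0266049, from 24059477 to 24059913) ranked 10557.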

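In a later release of the dm6 annotation than the one used by the authors, 464 bp separate the end of *CR44814* from the start of *RpL12*. *CR44814* is transcribed from the minus strand and overlaps the end of *eEF5*, whose own distance to *RpL12* is 894 bp. On the other side, the annotated genes leave no gap, since *RpL39*, on the minus strand, overlaps the end of *RpL12* by 8 bp. The next gene named by the paper, *yki*, lies 4114 bp from the end of *RpL12*.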

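The coding sequence of *RpL12* starts at position 24060538 of 2R and holds 165 codons in each of its 3 annotated transcripts. The LNA-WT primer of S1 Table contains the start codon and ends with the lysine codon, which is codon 4 when the start codon is counted and residue 3 when the initiator methionine is left out. Codon 4 lies at positions 24060547 to 24060549, within exon 2 of 2 of the transcripts and within exon 1 of the other one.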

We therefore chose to edit the *uL11* lysine 3 to alanine (K3A) by a single step CRISPR/Cas9 mediated HDR using a single-stranded oligodeoxynucleotide donor template (*ssODN*) [23, 34].

**Fig 1:**
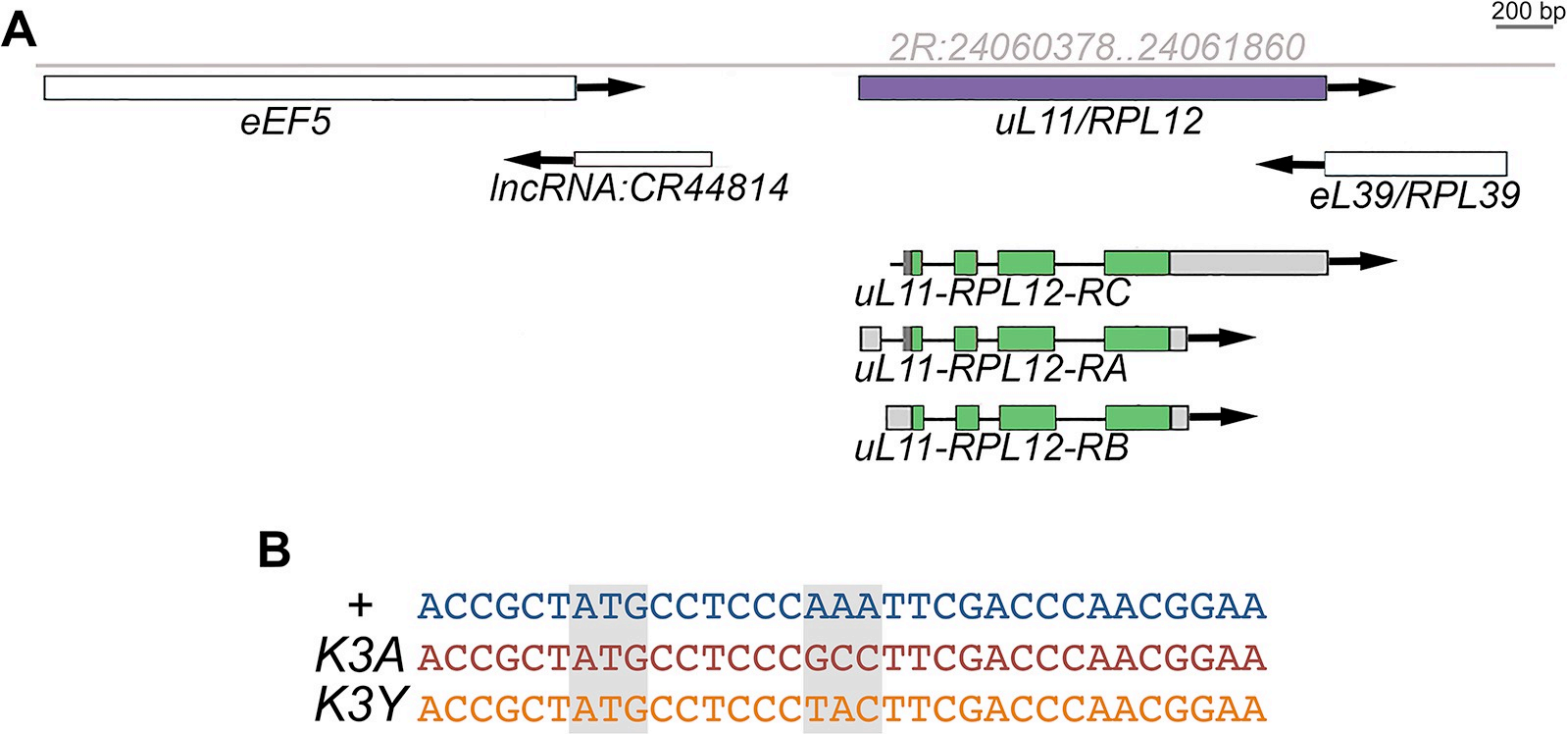
Genomic organization of the *uL11* locus. A–Genomic locus of the 2R chromosome containing the *uL11* gene (coordinates in grey). B–Sequence of the *uL11*^*K3A*^ and *uL11*^*K3Y*^ mutants.

To recover the successful HDR events, we set up a molecular screening protocol based on an allele specific amplification strategy [34]. Discriminating power was increased by the substitution of the penultimate nucleotide of the screening primers with a locked nucleic acid (LNA) (S2 Fig). The presence of a single LNA sufficiently improved specificity to allow us analyzing pools of flies for the presence of a single allele copy (S2 Fig). 294 G1 individuals were tested for the presence of a mutated allele carrying the K3A substitution. Mixtures of genomic DNA from pools of 4 to 5 individuals were prepared and the *uL11* locus was amplified with either the lysine codon (*LNA-WT*) or the alanine codon (*LNA-K3A*) matching primer. While most genomic DNA mixtures displayed amplification kinetics similar to the one of the negative control, six of them exhibited faster amplification (ΔCt between 2 and 7). We thus repeated the experiment on individual genomic DNAs from 6 positive pools. Ten genomic DNA originating from three independent G0 founding flies, two males and one female, exhibited quicker amplification with the *LNA-K3A* primer than with the control primer (ΔCt>5) (S2 Fig). Sequencing the *uL11* locus confirmed that these flies were heterozygous for the recombinant allele *uL11*^*K3A*^. Three *uL11*^*K3A*^ mutants, *uL11*^*K3A-12*^, *uL11*^*K3A-43*^ and *uL11*^*K3A-6*^, coming from three different founders, were obtained (S3 Fig). Unless specified, analyses were performed with *uL11*^*K3A-43*^.

To detect other mutations potentially resulting from non-homologous end joining (NHEJ) events, we also performed HRMA of a qPCR amplicon centred on the *uL11* lysine 3 codon. Denaturation kinetics of these PCR products were analyzed individually for the 294 G1 flies. Among them, 36 denaturation profiles differed from the wild-type control. Sequencing of the amplicons confirmed the presence of a mutation at the *uL11* locus in each of these 36 samples. Consistently, the 10 *uL11*^*K3A*^ mutants identified with the allele-specific amplification strategy were also recovered by HRMA. Seven additional alleles were thus identified, that all carry a mutation impairing the lysine 3 codon: a single (K3Y) or double (P2LK3E, P2QK3R) amino acid substitutions, a single (ΔK3) or double (ΔK3F4) amino acid deletion, and an insertion of 2 or a deletion of 4 nucleotides (F+2 and F-4, respectively) (S3 Fig). Preliminary observations revealed that the mutants could be dispatched into two groups depending on the severity of their phenotypes. The first group contains the *K3A*, *ΔK3*, *ΔK3F4*, *F+2* and *F-4* alleles, and the second group the *K3Y*, *P2QK3R* and *P2LK3E* alleles. We choose to focus on two representative alleles, *K3A* and *K3Y* (Fig 1 and S2 and S3 Figs). They were introduced into the same controlled genetic background (*w*^*1118*^) and expression of the uL11 proteins was confirmed by western blot (Fig 2). As expected, uL11K3me3 was not detected in the homozygous *K3A* and *K3Y* mutants.

**Fig 2:**
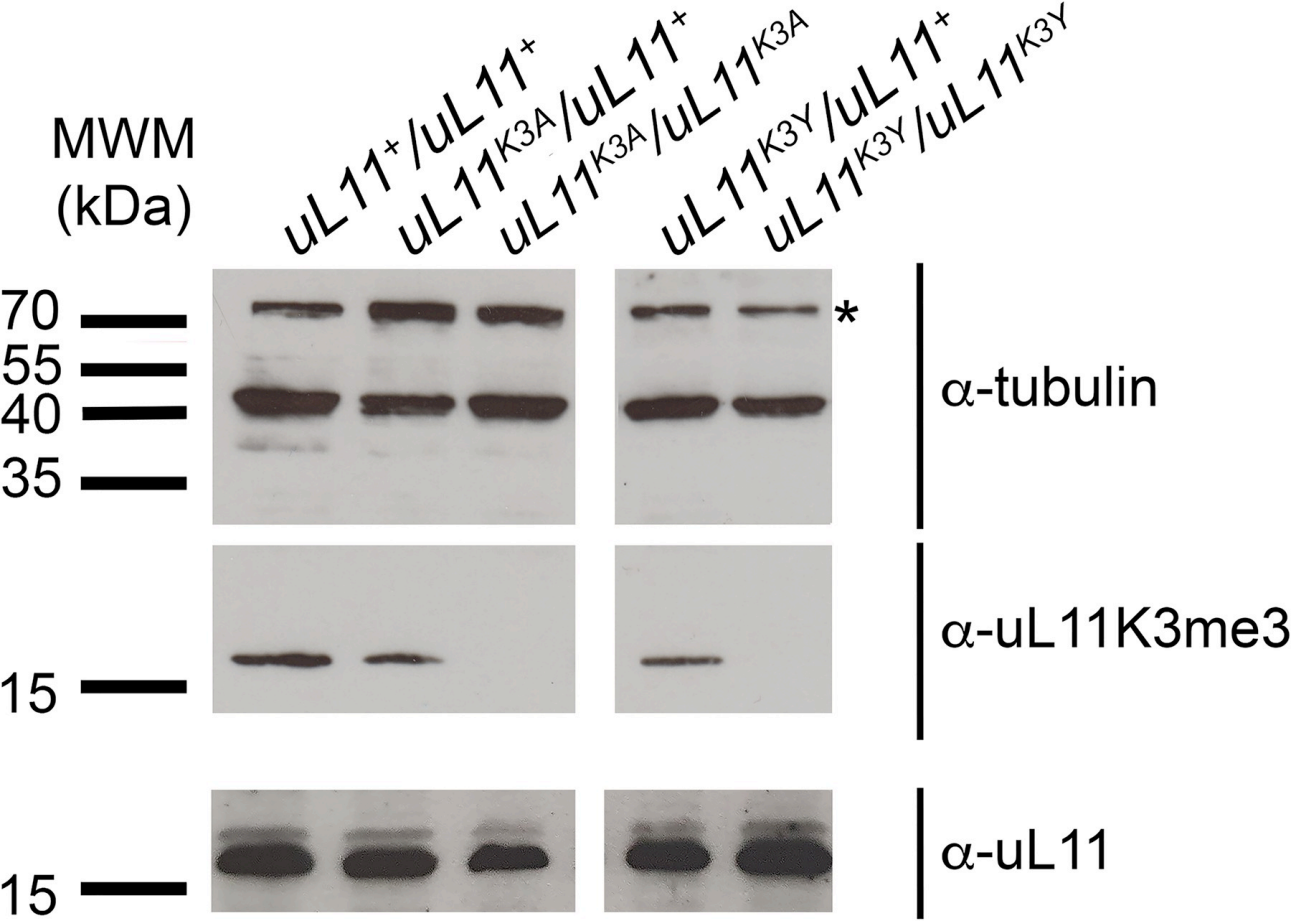
uL11K3me3 is undetectable in homozygous *uL11* mutants. Tubulin was used as a loading control. Whereas uL11 was present in hetero- and homozygous mutants, as revealed by the pan-uL11 antibody, uL11K3me3 was undetectable in the two homozygous mutants. *: unspecific signal.

### Lethality and developmental delay of *uL11* mutants

We first examined the lethality of *uL11* homozygous mutants. Whereas we obtained many homozygous *uL11*^*K3Y*^ adults, very few *uL11*^*K3A*^ homozygotes emerged and almost all of them were males. To follow the lethality of *uL11*^*K3A*^ mutants during development, we compared the number of embryos, larvae and pupae to the one of the *w*^*1118*^ control. During embryogenesis, they did not display more lethality than the *w*^*1118*^ control with the exception of *uL11*^*K3A*^*/uL11*^*+*^ whose lethality is slightly higher (Chi^2^ test, p<0.05) (Fig 3). By contrast, during larval life, lethality was very high for *uL11*^*K3A*^*/uL11*^*+*^, and *uL11*^*K3A*^*/uL11*^*K3A*^ (Chi^2^ test, p<0.001), but did not increase neither for *uL11*^*K3Y*^*/uL11*^*+*^ nor for *uL11*^*K3Y*^*/uL11*^*K3Y*^ larvae. We did not observe any lethality during the pupal life for all genotypes. Similarly, developmental time from egg deposition to adult emergence was considerably extended for *uL11*^*K3A*^*/uL11*^*+*^ (up to 48 h) and *uL11*^*K3A*^*/uL11*^*K3A*^ (up to 96 h) and for a second *uL11*^*K3A*^ mutant, *uL11*^*K3A-12*^, either heterozygotes or homozygotes (S4 Fig). However, the developmental time of *uL11*^*K3Y*^*/uL11*^*K3Y*^ flies was unaffected (Fig 3).

**Fig 3:**
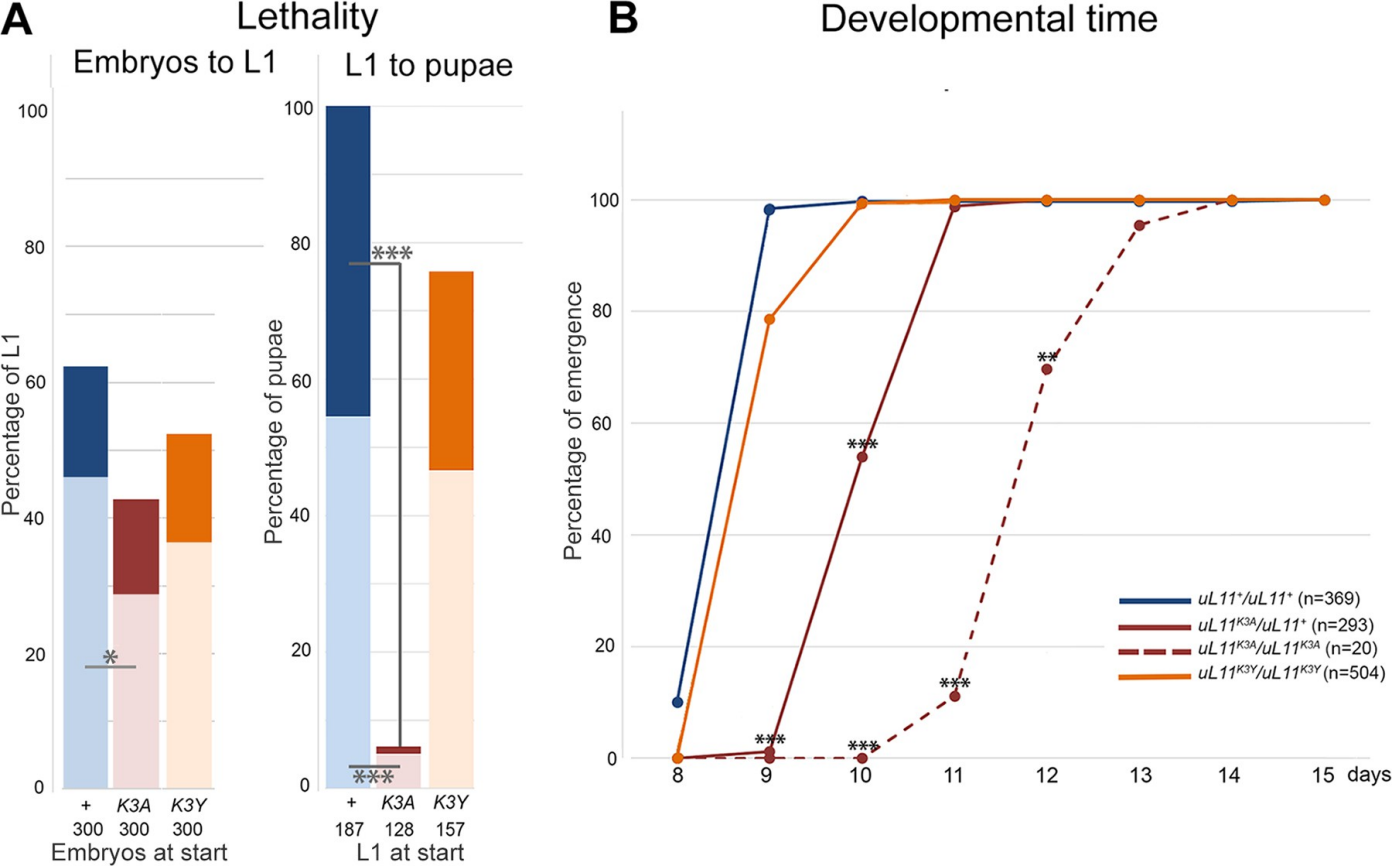
Life history traits of *uL11* mutants. A–Lethality of *uL11* mutants. *uL11*^*X*^*/CyO*, *Dfd-EYFP* flies were crossed between them and 300 embryos per genotype were transferred on new medium (*uL11*^*X*^: *uL11*^*+*^, *uL11*^*K3A*^ or *uL11*^*K3Y*^, as indicated). Left: percentage of *uL11*^*X*^/*uL11*^*X*^ and *uL11*^*X*^/*CyO*,*Dfd-EYFP* first instar larvae emerged from 300 embryos (*CyO*,*Dfd-EYFP* homozygous embryos did not emerge); Right: percentage of *uL11*^*X*^/*uL11*^*X*^ and *uL11*^*X*^/*CyO*,*Dfd-EYFP* pupae coming from the emerged first instar larvae (numbers of starting embryos and larvae are indicated). *uL11*^*X*^*/ uL11*^*X*^ individuals: dark colour; *uL11*^*X*^*/CyO*,*Dfd-EYFP* individuals: light colour; blue: *uL11*^*+*^, burgundy: *uL11*^*K3A*^, orange: *uL11*^*K3Y*^. B–Developmental time of uL11 mutants. The percentage of flies emerged from day 8 to 15 is shown. The total number of emerged flies is indicated. Solid lines: heterozygous flies; dotted line: homozygous flies; blue: *uL11*^*+*^, burgundy: *uL11*^*K3A*^, orange: *uL11*^*K3Y*^. Chi^2^ test: *** p-value < 0.001; ** p-value < 0.01; * p-value < 0.05; only significant comparisons are shown.

To summarize, the *K3Y* mutation had no effect on these life history traits whereas lethality and developmental time were increased both in heterozygous and homozygous *K3A* mutants, which characterized this allele as dominant.

### Bristle and wing size of the *uL11* mutants

*Minute* mutants have thinner and shorter bristles as compared to wild-type flies. As it also seemed to be the case for *uL11*^*K3A*^ mutants either heterozygotes or homozygotes (Fig 4 and S4 Fig), we measured the anterior and posterior scutellar bristles of *uL11*^*K3A*^ and *uL11*^*K3Y*^ mutants. In males, scutellar bristles were indeed significantly shorter in heterozygous and homozygous *uL11*^*K3A*^ mutants as compared to control flies but unaffected in homozygous *uL11*^*K3Y*^ mutants (Fig 4). In females, we also observed shorter bristles in heterozygous and homozygous *uL11*^*K3A*^ mutants while bristles of *uL11*^*K3Y*^ homozygous mutants were only slightly affected (S5 Fig). Furthermore, heterozygous and homozygous *uL11*^*K3A*^ males have shorter wings while those of *uL11*^*K3Y*^ homozygous males were unaffected (Fig 4). Similarly, heterozygous *uL11*^*K3A*^ females exhibited shorter wings whereas wings of homozygous *uL11*^*K3Y*^ females were unaffected (S5 Fig).

**Fig 4:**
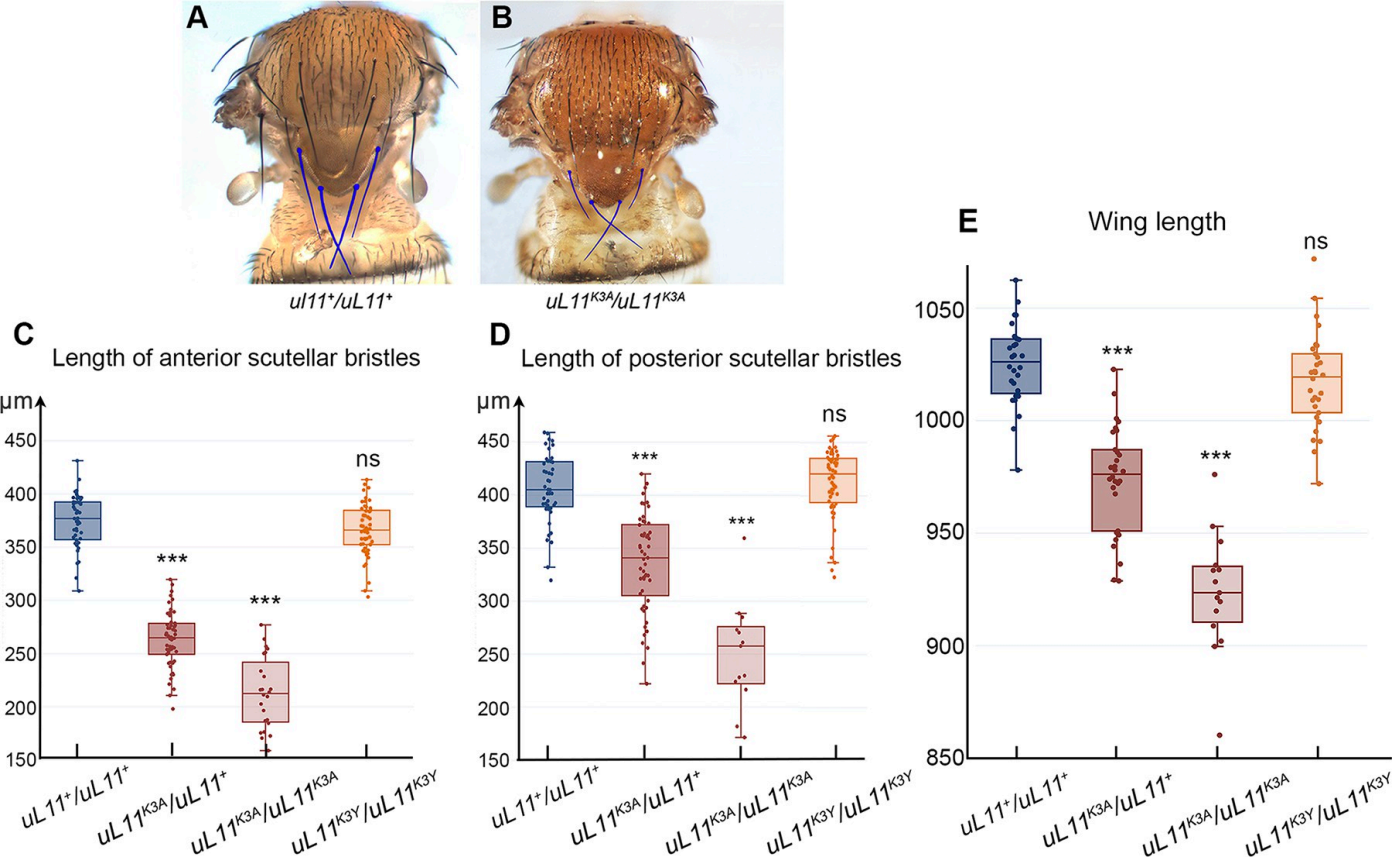
Analysis of bristles and wings in male *uL11* mutants. A–Thorax of a wild-type male. Anterior and posterior scutellar bristles are colorized. B–Thorax of a *uL11*^*K3A*^*/uL11*^*K3A*^ male. Anterior and posterior scutellar bristles are colorized. They look thinner and shorter that those of the wild-type male shown in A. C–Length of anterior scutellar bristles of wild-type males (blue; n = 45), *uL11*^*K3A*^*/uL11*^*+*^ and *uL11*^*K3A*^*/uL11*^*K3A*^ (dark and light burgundy, n = 55 and n = 24, respectively) and *uL11*^*K3Y*^*/uL11*^*K3Y*^ (orange, n = 51). D–Length of posterior scutellar bristles of wild-type males (blue; n = 44), *uL11*^*K3A*^*/uL11*^*+*^ and *uL11*^*K3A*^*/uL11*^*K3A*^ (dark and light burgundy, n = 53 and n = 13, respectively) and *uL11*^*K3Y*^*/uL11*^*K3Y*^ (orange, n = 50). E–Wing length of uL11 wild-type males (blue; n = 28), *uL11*^*K3A*^*/uL11*^*+*^ and *uL11*^*K3A*^*/uL11*^*K3A*^ (dark and light burgundy, n = 30 and n = 15, respectively) and *uL11*^*K3Y*^*/uL11*^*K3Y*^ (orange, n = 30). t-tests: *** p-value < 0.001; ns: non significant.

These results confirmed that *uL11*^*K3A*^ exhibits characteristics of a dominant allele and showed that the severity of the phenotypes depended on the mutation. The *K3A* mutation was highly detrimental while the *K3Y* mutation had almost no impact on the size of scuttelar bristles and wings. *Minute* mutants are known to be poorly fertile and viable, to exhibit developmental delay and have shorter and thinner bristles, all phenotypes that we observed in *uL11*^*K3A*^ mutant flies. Moreover, *Minute* alleles are dominant which is also the case of the *uL11*^*K3A*^ allele. All these data characterized the *uL11*^*K3A*^ mutant as a *Minute* mutant.

### Impact of the *uL11* mutations on translation

The strategic location of uL11 protein at the basis of the P-stalk in the GTPase-associated center of the ribosome suggests that its mutation might have a detrimental impact on translation. To test this hypothesis, we assessed the level of global translation in the uL11 mutants. In order to label neo-synthesized proteins, third instar wild-type or mutant larvae were incubated with puromycin. Puromycin intake was normalized to histone H3 levels. A significant decrease in global translation level was observed in *uL11*^*K3A*^ homozygous larvae as compared to wild-type larvae, whereas it was unmodified in *uL11*^*K3Y*^ homozygous, in agreement with the absence of *Minute* phenotypes (Fig 5). *uL11*^*K3A*^ heterozygous larvae, which however present *Minute* phenotypes, did not exhibit any decrease in the global translation level. On the one hand, the phenotypes of *uL11*^*K3A*^*/ uL11*^*+*^ flies are not as severe as those of *uL11*^*K3A*^*/ uL11*^*K3A*^, and a low decrease in global translation might be undetectable in our assays. On the other hand, the amount of protein synthesis is known to vary depending on the proliferative activity of the tissue or even depending on the cell type [35]. For example, it is visibly impacted by heterozygous *RPG* mutations in clonal analyses of cell competition in *Drosophila* larvae wing imaginal discs [36, 37]. A low decrease of protein synthesis in larval proliferative tissues might be averaged in our global analyses.

**Fig 5:**
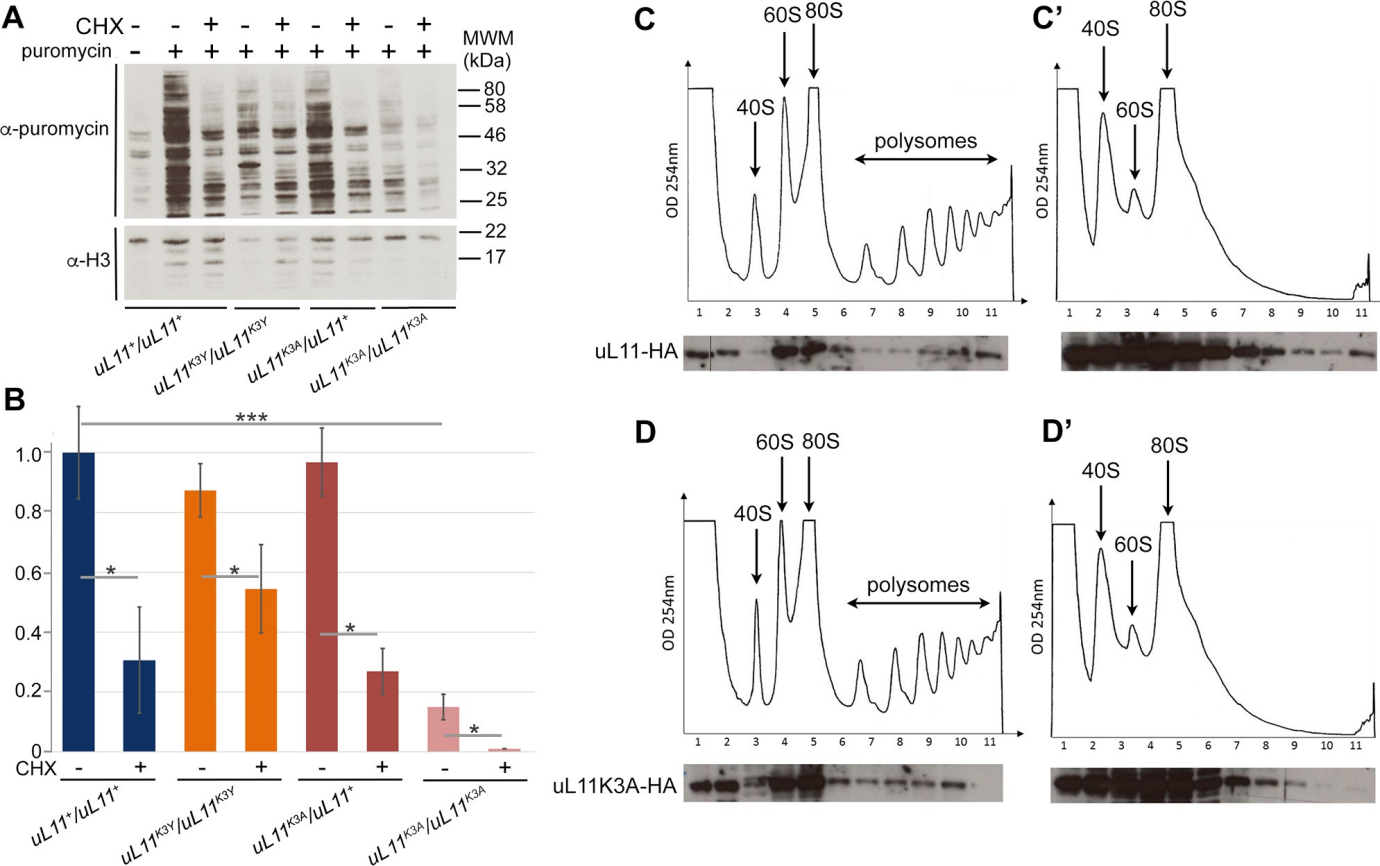
Translational rate of *uL11* mutants. A–Western blot showing puromycin incorporation in larvae of the two mutants as compared to wild-type larvae, in absence (-) or presence (+) of cycloheximide (CHX), an inhibitor of translation. Puromycin incorporation was revealed with an anti-puromycin antibody. Histone H3, revealed with an anti-panH3 antibody, was used as loading control. MWM: molecular weight marker. B–Quantification of the puromycin signal in the 4 genotypes without (-) or with (+) CHX treatment. The puromycin signal was normalized to the H3 signal. Student’s t-tests were performed to compare puromycin incorporation in mutant and wild-type larvae. * p-value < 0.05; ns: non significant. C, C’, D, D’–Polysome fractionation: cytoplasmic lysates (C, D) and EDTA-treated lysates (C’, D’) from S2 cells expressing uL11-HA (C, C’) or uL11K3A-HA (D, D’) were fractionated by centrifugation onto a sucrose gradient. Optical density at 254 nm was monitored during fractionation (top panels). The peaks observed in the gradient correspond to the different ribosomal complexes: 40S subunit, 60S subunit, 80S monosome, polysomes. Proteins extracted from fractions were analyzed by Western blotting with anti-HA antibody (lower panels). A vertical line indicates that different wells from the same gel were juxtaposed in the image for clarity. Images are representative for three obtained replicates.

We then asked whether the uL11K3A protein would retain the ability to associate with translating ribosomes. We generated stable cell lines expressing either uL11K3A-HA or uL11-HA under the control of the *Actin* promoter. Cytoplasmic extracts were purified from both genotypes and lysates were loaded onto sucrose gradients for fractionation. As a control, an extract of each genotype was supplemented with 25 mM EDTA, a concentration that disrupts the interaction between ribosomal subunits and mRNA. The resulting fractions were analyzed by western blot to reveal the presence of uL11K3A-HA or uL11-HA (Fig 5). These experiments revealed an enrichment of uL11-HA in the 60S fraction (large ribosomal subunits), in the 80S fraction (ribosomes) and in polysomes, but not in the 40S fraction (small ribosomal subunit), as expected. The same pattern was observed for uL11K3A-HA. Furthermore, EDTA treatment triggered the relocation of uL11-HA and uL11K3A-HA towards lighter fractions, confirming that the sedimentation profiles truly resulted from their association with polysomes (Fig 5). All these data showed that uL11K3A-HA was efficiently incorporated into translating ribosomes. Nevertheless, the decrease in puromycin incorporation observed in *uL11*^*K3A*^ mutants suggests that the yield of translation might be altered.

### Interaction of uL11 mutant proteins with Corto and chromatin

Overexpression of uL11 as well as overexpression of the Corto chromodomain enhances the transcription of *RPGs* and *RiBi* genes [17]. As both proteins interact together and bind chromatin, we hypothesized that their transcriptional activity were linked. We have previously shown that the trimethylation of uL11 on lysine 3 mediates the interaction between uL11 and the chromodomain of the epigenetic cofactor Corto (CortoCD). We first assayed the physical interactions between CortoCD and the mutant uL11 proteins. To do this, we co-transfected *Drosophila* S2 cells with *pA-FLAG-CortoCD* and either *pA-uL11*^*K3A*^*-Myc* or *pA-uL11*^*K3Y*^*-Myc*. The FLAG-tagged chromodomain was immunoprecipitated using anti-FLAG antibodies. Contrarily to uL11-Myc that co-immunoprecipitated with FLAG-CortoCD, neither uL11K3A-Myc nor uL11K3Y-Myc co-immunoprecipitated with it, corroborating our previous results showing that uL11K3 trimethylation mediates the interaction with CortoCD (Fig 6).

**Fig 6:**
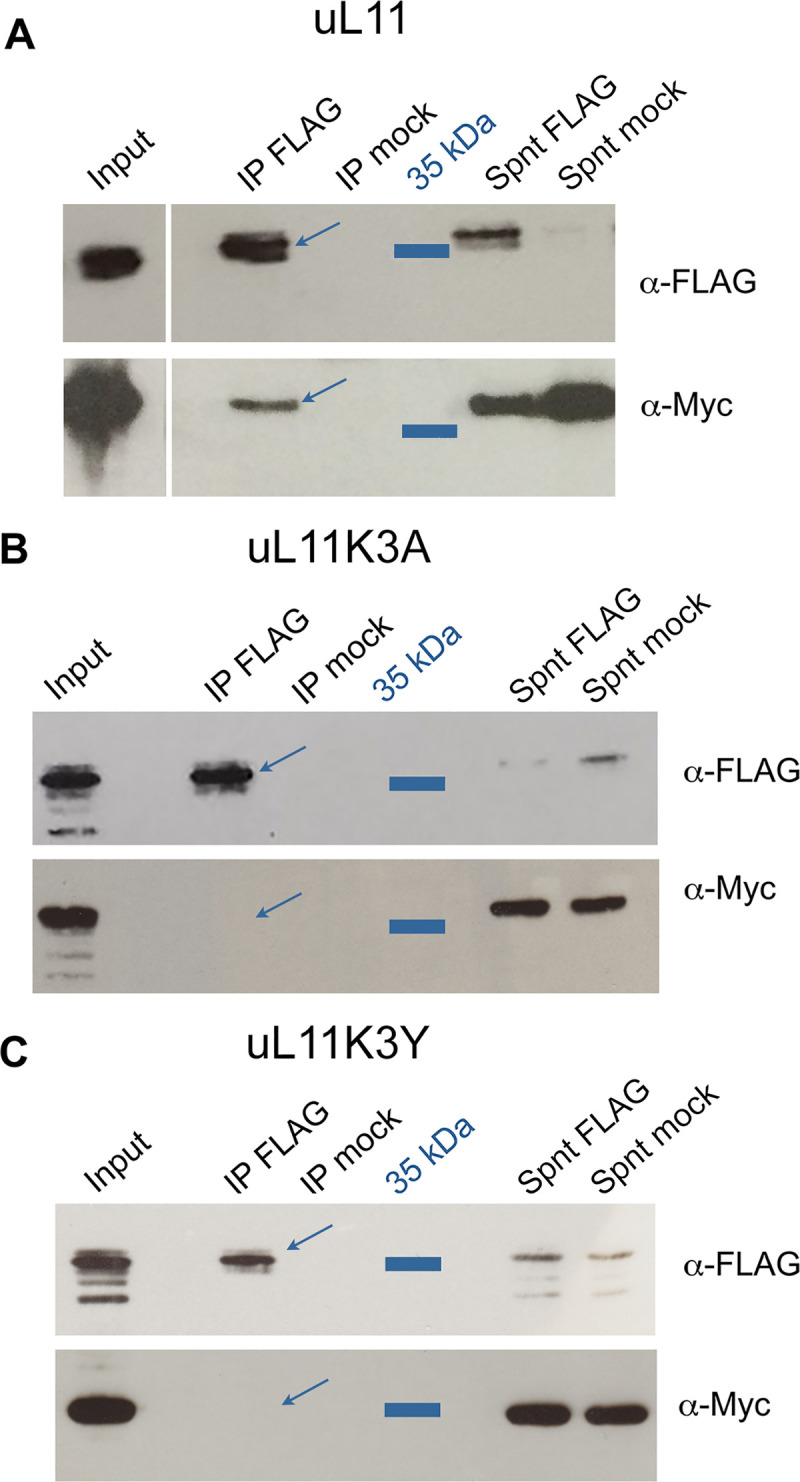
uL11 but neither uL11K3A nor uL11K3Y co-immunoprecipitates with the chromodomain of Corto. S2 cells were co-transfected with plasmids expressing FLAG-CortoCD and uL11-Myc, uL11K3A-Myc or uL11K3Y-Myc. Immunoprecipitations were performed with anti-FLAG antibodies (α-FLAG) or anti-HA antibodies (mock) and Western blot revealed using α-FLAG or anti-Myc antibodies (α-Myc). Spnt: supernatant, IP: immunoprecipitation. A - FLAG-CortoCD co-immunoprecipitated with uL11-Myc (arrow). B - FLAG-CortoCD did not co-immunoprecipitate with uL11K3A-Myc. C - FLAG-CortoCD did not co-immunoprecipitate with uL11K3Y-Myc.

We next asked whether the uL11 mutant proteins were still able to bind chromatin. To address this question, we performed Histone Association Assays (HAA) [32]. Chromatin was extracted from S2 cells permanently expressing uL11-HA, uL11K3A-HA or uL11K3Y-HA and purified by immunoprecipitation with an anti-Histone H3 antibody. As expected, Histone H2B was co-immunoprecipitated with H3. Not only the wild type protein, but also uL11K3A and uL11K3Y mutant proteins were found associated with chromatin suggesting that their ability to modulate transcription might be kept (Fig 7).

**Fig 7:**
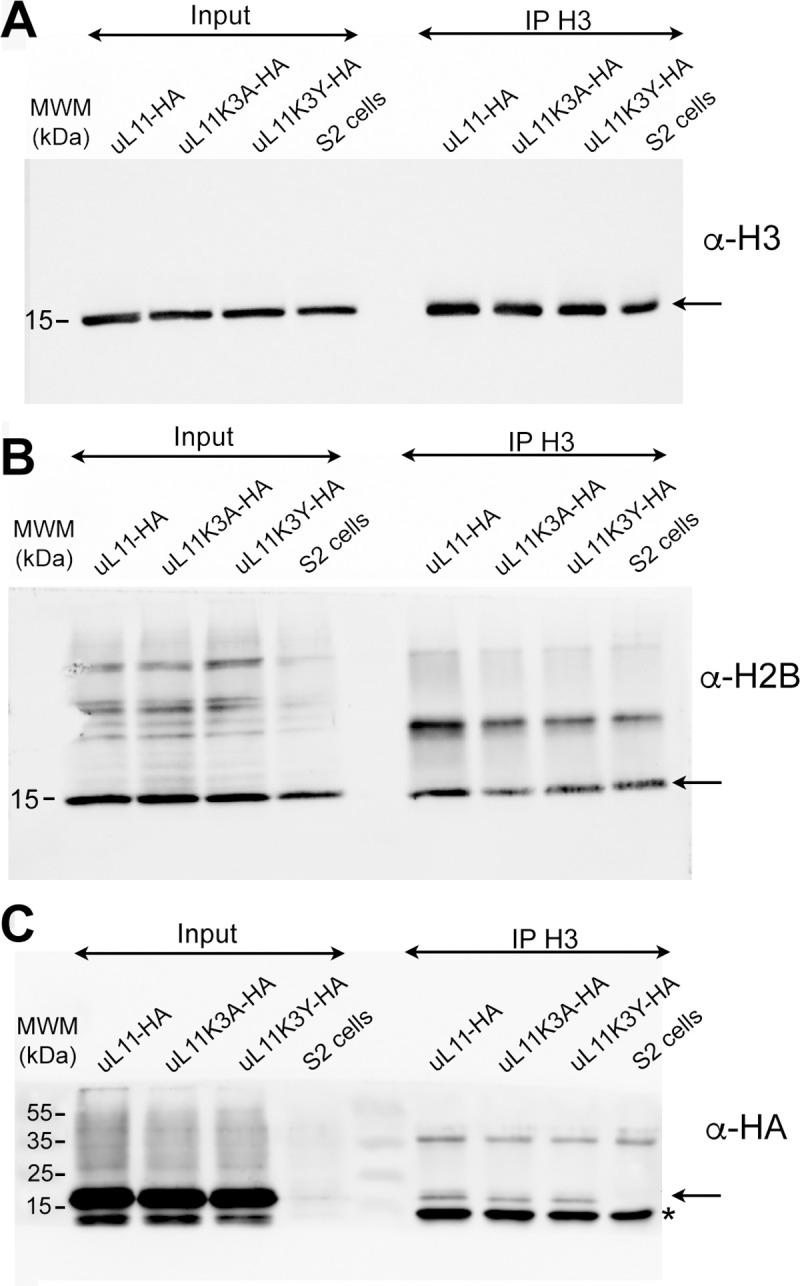
uL11K3A and uL11K3Y bind chromatin. Chromatin was extracted from S2 cells stably expressing uL11-HA, uL11K3A-HA or uL11K3Y-HA and immunoprecipitated with anti-H3 antibodies. Inputs and immunoprecipitated materials were loaded on gels for electrophoresis. Western blots were revealed using anti-H3 (A), anti-H2B (B) or anti-HA (C). The arrows show H3, H2B and the uL11-HA proteins, respectively.

### Transcriptomic analysis of *uL11* and *corto* mutants

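Transcript levels were measured by RNA-seq in wing imaginal discs, the larval tissue from which the adult wing develops, dissected from female larvae of the third instar. The samples form 2 series. The first compares a *corto* mutant, which carries a different loss-of-function allele on each homologous chromosome, with the reference line *w1118*, and gives 2 columns of counts per genotype. The second compares larvae homozygous for *uL11* K3A or *uL11* K3Y with *w1118*, with 3 replicates per genotype, from stranded libraries sequenced as single reads. The authors aligned the reads to dm6 with STAR and counted the uniquely mapped reads on each gene with FeatureCounts. Their table of counts without normalization holds 13 columns, and 14360 of its genes had at least 1 count. Of all genes listed, 17710 could be given a symbol and a position through their FlyBase identifier. From these counts, each mutant was compared with *w1118* by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after TMM normalization, which scales the libraries so that most genes show no change. Genes with too few counts were removed by edgeR's filterByExpr function. The *corto* series was fitted on its own, and the 3 groups of the *uL11* series were fitted together. A gene was taken as deregulated with the cutoffs of the paper, a log2 fold change above 0.5 in either direction and an adjusted p-value under 0.05. Counts were simulated with the depth and spread of the *uL11* series (8880 genes), and changes were placed only in genes above a mean log2 CPM of 1. Of these changed genes, the cutoffs recovered 83% of those with a true log2 change of 1 and 95% of those with a change of 2. Among the genes called, 2.73% were false. Recovery of weaker genes was not tested.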

We then performed a transcriptomic analysis from wing imaginal discs of third instar larvae either trans-heterozygous for two loss-of-function alleles of *corto* (*corto*^*L1*^*/corto*^*420*^) or homozygous for the *uL11* alleles (*uL11*^*K3A*^ or *uL11*^*K3Y*^). 

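Each series has its own *w1118* libraries, and each mutant was compared with the *w1118* larvae of its series. Counts on genes totalled 6441294 and 6711920 in the *w1118* columns of the *corto* series and 11355210 and 11822212 in the *corto* columns. In the *uL11* series they ranged from 21404724 to 29388807 in *w1118* (median 28815618), from 26621718 to 30141677 in *uL11* K3Y (median 27143111) and from 10897359 to 20771716 in *uL11* K3A (median 18446139). Relative to the uniquely mapped reads of S2 Table, 48.4% to 49.9% of the reads were counted on genes in the *corto* series, against 93.9% to 97.2% in the *uL11* series. Between the *w1118* libraries of both series, 200 genes that lie antisense to a far stronger gene differed by a median log2 ratio of 3.43 (*corto* series over *uL11* series), whereas the median of 7668 other genes was -0.14. Log2 fold changes were therefore taken within a series, except where the other *w1118* is named as the reference.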

The *w*^*1118*^ line was used as reference. 

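Both columns of a genotype in the *corto* series have the same total in S2 Table, 15000000 reads for *w1118* and 27100000 reads for *corto*. These columns differed by hardly more than the sampling noise. The median chi-square value between the columns, over genes with at least 20 counts, was 0.525 for *w1118* and 0.55 for *corto*, where random sampling of reads from 1 library gives 0.455. The 9 pairs of replicates in the *uL11* series gave 1.87 to 8.22. Accordingly, the biological coefficient of variation was 0.0192 in the *corto* series and 0.243 in the *uL11* series. The columns were counted as 2 libraries because both values lie above the sampling value, but an adjusted p-value for *corto* compares these libraries and says little about the variation between larvae. A second fit therefore used 1 library per genotype of the *corto* series and took the spread from the 9 libraries of the *uL11* series. In the *uL11* series, the *uL11* K3A replicates differed in the share of multimapped reads given in S2 Table, with 8.18% in replicate 1, 57.9% in replicate 2 and 32% in replicate 3. Replicate 2, with the highest share, also had the fewest counts on genes.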

Total numbers of reads are shown in S2 Table. Differential analyses were performed to obtain adjusted p-values associated to expression fold-changes for the three genotypes as compared to the reference. 

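In the *corto* mutant, 8385 genes were tested, of which 1179 were up-regulated and 1025 were down-regulated, while 5450 had an unadjusted p-value under 0.05. With the adjusted p-value alone, the numbers were 2652 and 2536. With the spread taken from the *uL11* series, the alternative that lowered these numbers most, 316 genes were up-regulated and 285 were down-regulated among 10500 tested. In 2201 of the deregulated genes, both *corto* columns lay on the same side of both *w1118* columns, as they did in 80.2% of all genes tested, since the columns of a genotype hardly differ. Among the largest increases, *Syt4* (3R, 7266065 to 7270809) had 440 and 467 counts in *corto* and at most 1 in *w1118*, and was at least 85.9-fold higher. Its rise was not limited to *corto*, since *Syt4* was also up-regulated in both *uL11* mutants. It had 46 to 305 counts in *uL11* K3A and 753 to 924 in *uL11* K3Y, against 5 to 13 in their *w1118*. Among the largest decreases, *CG6912* (3R, 15135138 to 15137004) had 1 count in each *corto* column and 59 to 69 in *w1118*, and was at least 37.7-fold lower, but the *w1118* libraries of the *uL11* series held only 7 to 14 counts of it. The antisense gene *CR45600*, which overlaps the end of *CG6912*, changed by a log2 fold change of -5.27 (standard error 0.27, adjusted p = 6.43e-80 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0185 with the spread of the *uL11* series), from 17.6 CPM in this *w1118*, against 0.17 in the *w1118* of the *uL11* series. The mitochondrial gene *mt:ND2* fell from 325 ± 22.7 to 12.8 ± 0.562 normalized CPM (SD, n = 2 columns), against 24.4 in the *w1118* of the *uL11* series. The *corto* gene itself (3R, 5077779 to 5087072) had 248 ± 6.05 CPM in the mutant and 221 ± 7.02 in *w1118* (SD, n = 2), a log2 fold change of 0.16 (standard error 0.04, adjusted p = 2.99e-05 from the same edgeR test, and 0.732 with the spread of the *uL11* series).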

Taken a log_2_(fold-change) < -0.50 or > 0.50 and an adjusted p-value < 0.05, we found 458 down-regulated and 481 up-regulated genes in *corto*^*L1*^*/corto*^*420*^ mutants (S3 Table). Strikingly, 241 of these deregulated genes were also deregulated in wing imaginal discs overexpressing the Corto chromodomain [21] and all of them were deregulated in the same direction. 

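A list of 93 cytosolic *RPGs*, taken by gene symbol and not from the GO term, was followed in the *corto* mutant. Of the 86 *RPGs* tested, 84 had a higher level than in *w1118*, and their median log2 fold change was 1.00 (quartiles 0.74 and 1.34). Past the cutoffs, 73 were up-regulated and 1, *RpL38*, was down-regulated (log2 fold change -1.31). With the spread of the *uL11* series, 56 of 87 were up-regulated. Among 10000 random lists of genes with similar expression, this median had a percentile of 100. The set test camera, which presets the correlation between genes, gave an adjusted p of 4.43e-70 over the 20 set tests made. With an estimated correlation it was 0.103, and fry, a rotation test that makes no such assumption, gave 0.00338. These set tests all used the spread between the columns of a genotype, so they too say little about the variation between larvae. *uL11* itself (*RpL12*) had a log2 fold change of 0.67 (standard error 0.03, adjusted p = 5.07e-123 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.11 with the spread of the *uL11* series). Other short and highly expressed genes rose less. The median was 0.47 for 71 genes of the mitochondrial ribosome, of which 29 were up-regulated, and 0.66 for 64 genes of the respiratory chain, of which 42 were up-regulated. The *RPG* median exceeded these by 0.53 (95% bootstrap interval over genes 0.43 to 0.75) and 0.34 (0.17 to 0.54), respectively. The 45 *RiBi* genes tested had a median of -0.07, with *NHP2*, *Rrp4* and *Nop10* up-regulated and *Tif-IA*, *Noc1* and *Noc2* down-regulated.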

Notably, 55.5% of the genes corresponding to the GO Cellular Component term “cytoplasmic translation” (66/119) were up-regulated in *corto*^*L1*^*/corto*^*420*^ mutants and most of them (54/66) were also up-regulated in wing imaginal discs overexpressing the Corto chromodomain (S4 Table). These results indicated that CortoCD overexpression behaved as a dominant negative allele and confirmed that Corto down-regulates *RPGs*, directly or indirectly.

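The size of the *RPG* increase depended on the reference. Against the *w1118* libraries of the *uL11* series, the median log2 fold change of the *RPGs* in *corto* was 0.26, with 22 *RPGs* up-regulated and an adjusted p of 0.104 from camera. Over the 8 alternative settings for this set, that p ranged from 3.27e-194 to 0.104. Against the same libraries, the medians were 0.12 for the respiratory chain and -0.13 for the mitochondrial ribosome. Fold changes in *corto* also followed the length of the transcript, with a Spearman's rho of -0.37 across 8338 genes, which are not independent replicates. After this trend was removed with a loess curve, the *RPG* median was 0.78 and 65 *RPGs* were up-regulated. Before this removal, genes matched to the *RPGs* for length and expression had a median of 0.35, and the central 95% of 10000 matched lists ended at 0.48. From the genes deregulated in the same direction in *corto* mutants and in discs overexpressing the Corto chromodomain, cytoplasmic translation genes included, the paper concludes that the overexpressed chromodomain acts as a dominant negative and that Corto down-regulates *RPGs*, directly or indirectly.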

Using the same cutoffs, we found 143 down-regulated and 251 up-regulated genes in the *uL11*^*K3A*^ mutant. 

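In *uL11* K3A, 272 of 9090 genes tested were up-regulated and 108 were down-regulated, and 1534 had an unadjusted p-value under 0.05. The 3 mutant libraries lay on one side of the 3 *w1118* libraries in all 380 deregulated genes, and in 20.5% of all genes tested, where chance gives 10%. The alternative that moved the numbers most tested each gene against the fold change cutoff itself (edgeR's glmTreat), which left 149 up-regulated and 25 down-regulated genes. Without *w1118* replicate 1, 197 genes were up-regulated and 53 down-regulated, and without *uL11* K3A replicate 2 the numbers were 212 and 57. *CG13579* (2R, 24455292 to 24490656), which lies 395 kb from *uL11*, had 798 to 1665 counts in *uL11* K3A and at most 1 in *w1118*, and was at least 651-fold higher. *CG3494*, which lies within *CG13579*, was at least 30.5-fold higher. *Or98a* (3R, 27845950 to 27847260) was at least 94.6-fold higher, and *CG7213* (3L, 8231814 to 8240601) at least 19.6-fold higher. *CG18063* (2L, 15957858 to 15959431) had 62 ± 3.78 normalized CPM against 0.132 ± 0.0857 in *w1118* (SD, n = 3), a log2 fold change of 8.88 (standard error 0.37, adjusted p = 2.89e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the down-regulated genes, *CG8997* (2L, 13843915 to 13845325) had 0 to 2 counts in *uL11* K3A and 79 to 281 in *w1118*, and was at least 33.4-fold lower. *CG12115* (X, 9189326 to 9190605) was at least 17.8-fold lower. *CG17145* was at least 8.92-fold lower, but was not past the cutoffs with the replicate number as a block (adjusted p = 0.0651 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, where its alternatives gave 0.000125 to 0.0651). It did not pass in 5 of the 6 fits that left out 1 library either (0.0671 to 0.0813), and passed only without *w1118* replicate 1 (0.0349), while apeglm shrinkage gave a log2 fold change of -0.15.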

Down-regulated genes were enriched in GO terms related to transcription factor activity and sequence-specific DNA binding whereas up-regulated ones were enriched in GO terms glutathione metabolic process, telomere maintenance and DNA recombination (S4 Table). 

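The glutathione S-transferase (GST) genes, one part of the glutathione metabolic process, were followed as a list of 35 genes. In *uL11* K3A, 10 of the 30 GST genes tested were up-regulated and none was down-regulated, while 12 had an unadjusted p-value under 0.05. The same number, 10, was obtained with p-values adjusted over the list alone. The median log2 fold change of the list was 0.18, with 21 of the genes higher than in *w1118* and 9 lower. Adjusted p-values for the list were 2.52e-18 from camera with its preset correlation, 0.0107 with an estimated correlation and 0.000118 from fry. The genes with the largest increases belong to the *GstE* cluster on 2R. *GstE1* (18398393 to 18399223) had a log2 fold change of 5.50 (adjusted p = 4.78e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *GstE2* reached 7.19 and *GstE10* 3.52, while *GstE8* reached 1.75 and *GstE5* 1.52. *GstE4* had 1.44 to 1.68 CPM in *uL11* K3A and at most 0.034 in *w1118*. Outside this cluster, *GstT1* (log2 fold change 1.08), *GstD9* (0.93) and *GstD3* (0.67) were up-regulated. The *GstE* genes are close paralogs, and the paper's table of reads gives uniquely mapped reads as those used. Without *w1118* replicate 1, 9 GST genes were up-regulated. The median was 0.08 without *w1118* replicate 3, 0.36 without *w1118* replicate 1, 0.34 without *uL11* K3A replicate 2 and 0.33 without *uL11* K3A replicate 3.

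**Figure D1:**
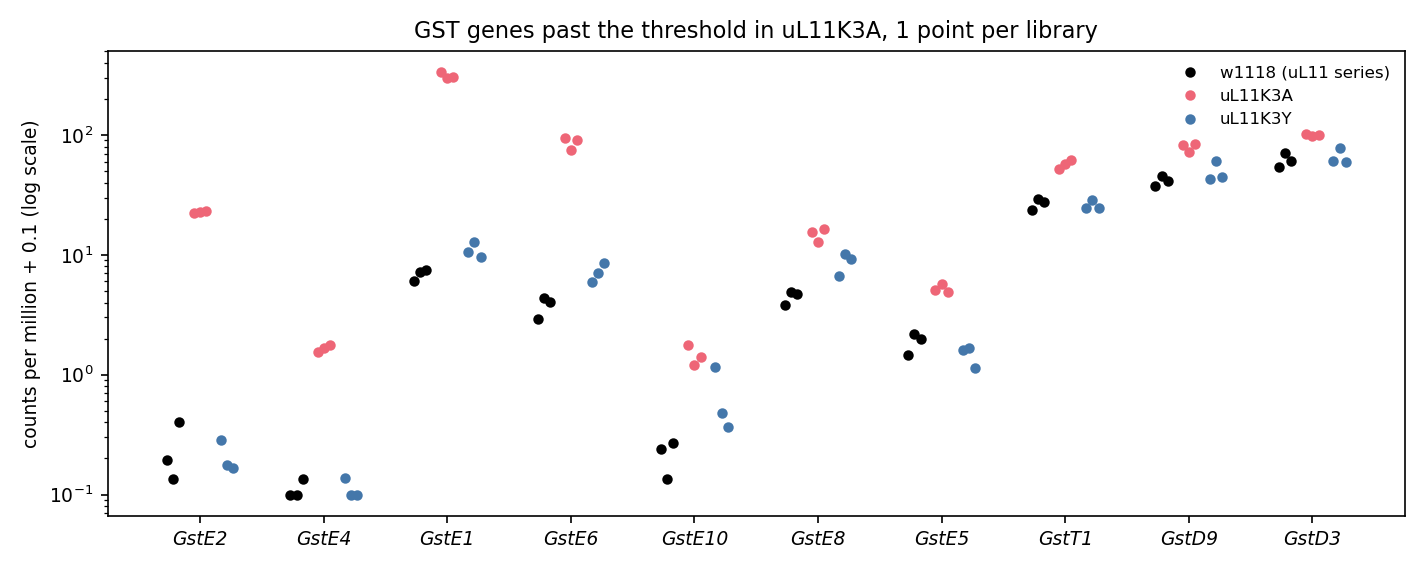
CPM (counts scaled to library size) plus 0.1, on a log scale, of the 10 GST genes up-regulated in *uL11* K3A, with 1 point per library for w1118, uL11K3A and uL11K3Y. The 3 uL11K3A libraries lie above the 3 w1118 libraries for each gene, and *GstE1* lies between 298 and 336 CPM in uL11K3A and between 5.93 and 7.35 in w1118.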

Only few genes were deregulated in *uL11*^*K3Y*^ (39 down-regulated and 45 up-regulated). 

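In *uL11* K3Y, 24 genes were up-regulated and 18 were down-regulated, and 553 had an unadjusted p-value under 0.05. The mutant libraries lay on one side of the *w1118* libraries in 10.9% of the genes tested. The *w1118* and *uL11* K3Y replicates of the same number resembled each other, with correlations across 6417 genes of the deviations from the group mean of 0.21, 0.54 and 0.54. With the replicate number as a block, 14 genes were up-regulated and 12 were down-regulated. A fit on the *w1118* and *uL11* K3Y libraries alone, taken as pairs by number and chosen after the data had been seen, lowered the numbers most. It gave 6 and 5. In the other direction, DESeq2 with shrunken fold changes over all libraries and both *w1118* groups as the reference gave 58 up-regulated and 41 down-regulated genes. The numbers also rested on single libraries, with 9 up-regulated genes without *w1118* replicate 1 and 9 down-regulated genes without *uL11* K3Y replicate 3. *mthl8* (3L, 22428 to 26308) had 2303 to 2422 counts in *uL11* K3Y and at most 3 in *w1118*, and was at least 746-fold higher, but the *w1118* columns of the *corto* series held 239 and 269 counts of it. *TkR86C* (3R, 10737592 to 10751228) was at least 12.4-fold higher. It was not past the cutoffs with the replicate block (adjusted p = 0.0929 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, where its alternatives gave 1.17e-06 to 0.0929). *TkR86C* was also up-regulated in *uL11* K3A (13 to 32 counts) and *corto* (22 and 25), with 0 counts in the *w1118* libraries of both series. Among the down-regulated genes, *tut* (3L, 8209577 to 8210743) had 0.924 ± 0.0867 normalized CPM against 8.54 ± 0.603 in *w1118* (SD, n = 3), a log2 fold change of -3.20 (standard error 0.26, adjusted p = 0.00135 from the same edgeR test).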

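In *uL11* K3Y, *GstE1* was the only one of the 30 GST genes tested to pass the cutoffs (log2 fold change 0.67, adjusted p = 0.0357 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate number as a block, its adjusted p was 0.138 from the same edgeR test, and it ranged from 1.86e-05 to 0.138 over the alternatives. In each fit that left out 1 library, no GST gene passed. At an unadjusted p-value under 0.05, 7 GST genes differed. Adjusted over the list alone, 5 differed. These were *GstE1* (adjusted p = 0.00518 from the same edgeR test), *GstE6* (0.00768), *GstE8* (0.00768), *GstE10* (0.0451) and *GstE7* (0.0451), and *GstE7* was lower in the mutant, with a log2 fold change of -1.70. The median of the list was -0.02, and camera gave an adjusted p of 0.202. Between both mutants, the median log2 fold change of the GST genes was 0.28 in favour of *uL11* K3A, with 8 genes up-regulated and an adjusted p of 2.69e-17 from camera.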

Up-regulated genes were enriched in the category “glutathione metabolism” (KEGG pathway, Benjamini adjusted p-value 5.90E-03) as for *uL11*^*K3A*^. 

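The genes deregulated in both *uL11* mutants numbered 28. With DESeq2's Wald test in place of edgeR, the alternative that moved this number most upwards, they numbered 52. With the replicate number as a block, run for shared genes after the values were seen, they numbered 16. Without *w1118* replicate 1 they numbered 12, and without *w1118* replicate 3 they numbered 13. Both mutants were compared with the same *w1118* libraries. In 20 simulations of unchanged groups, chosen after the values were seen, at most 1 gene per comparison passed the cutoffs. Lists as long as those of both mutants, filled by lowest p-value past the fold change cutoff, shared 12 to 26 genes (median 19). Most genes of these lists did not pass the adjusted p-value, so the lists cannot settle where the 28 shared genes come from. Log2 fold changes of both mutants had a correlation of 0.35, against 0.49 in the simulations. Within 5 Mb of *uL11* lay 6 of the shared genes, or 21.4%, against 6.08% of all genes tested (odds ratio 4.25, p = 0.00584 from Fisher's exact test, two-sided).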

Fifty-two deregulated genes were shared with *uL11*^*K3A*^ (S3 Table). Most of them were deregulated in the same direction (29 genes up-regulated and 17 genes down-regulated). Hence, contrarily to *uL11* overexpression [17], *RPGs* and *RiBi* genes were not deregulated in *uL11* mutants. 

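Of the genes deregulated in both mutants, 18 were up-regulated in both and 8 were down-regulated in both. The remaining 2 changed in opposite directions. *CG17574* (2R, 12849358 to 12869423) had log2 fold changes of 0.93 in *uL11* K3A and -0.64 in *uL11* K3Y. *CG31999* (chromosome 4, 215009 to 227748) had log2 fold changes of 0.96 in *uL11* K3A and -0.53 in *uL11* K3Y. The adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.000223 and 0.012 for *CG17574* and 0.000163 and 0.0259 for *CG31999*. With the replicate block, 11 were up-regulated and 4 down-regulated in both. The number of genes down-regulated in both fell to 3 without *w1118* replicate 3, and the number up-regulated in both fell to 7 without *w1118* replicate 1.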

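None of the 87 *RPGs* tested was up-regulated in *uL11* K3A, and 2 were down-regulated. *RpL15* (3L, 27267255 to 27268445) had a log2 fold change of -0.55 (adjusted p = 0.0164 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It did not pass without *uL11* K3A replicate 1 (-0.53, adjusted p = 0.0633 from the same edgeR test) or replicate 2 (-0.50, 0.0729), and without *w1118* replicate 2 its log2 fold change was -0.43, under the cutoff. With both *w1118* groups pooled in DESeq2 with apeglm, chosen after the values were seen, it was -0.27 (0.155). *RpL22-like* (2R, 23246610 to 23247893), a weak gene 814 kb from *uL11*, was at least 6.42-fold lower. At an unadjusted p-value under 0.05, 7 *RPGs* differed in *uL11* K3A. In *uL11* K3Y, no *RPG* passed the cutoffs and none had an unadjusted p-value under 0.05. The median log2 fold change of the *RPGs* was -0.11 in *uL11* K3A, with 77 genes lower, and -0.04 in *uL11* K3Y, with 70 genes lower. Camera gave an adjusted p of 0.00253 in *uL11* K3A and 0.254 in *uL11* K3Y, but in *uL11* K3A the estimated correlation (0.816) and fry (0.472) did not pass. These small shifts rested on 1 reference library, since without *w1118* replicate 2 the medians were 0.02 in *uL11* K3A and 0.11 in *uL11* K3Y. The level of *uL11* itself had a log2 fold change of -0.26 in *uL11* K3A (standard error 0.12, adjusted p = 0.347 from the same edgeR test) and 0.04 in *uL11* K3Y. The paper's text does not list the *RiBi* genes, so a list of 47 genes was used. Of the 46 tested, 1 was up-regulated in *uL11* K3A. *eIF6* (2R, 23849246 to 23850301), which lies 211 kb from *uL11*, had a log2 fold change of 0.86 (adjusted p = 0.00146 from the same edgeR test). At an unadjusted p-value under 0.05, 6 *RiBi* genes differed in *uL11* K3A and 0 in *uL11* K3Y. Their median was 0.09 in *uL11* K3A and 0.00 in *uL11* K3Y. Camera gave the list an adjusted p of 0.0879 in *uL11* K3A, while the estimated correlation gave 0.816 and fry 0.39. The camera values that follow rest on the preset correlation. With the replicate block, the median in *uL11* K3A was 0.10 and its adjusted p from camera was 0.00735, where the alternatives that kept all libraries gave 0.00735 to 0.156. Without *w1118* replicate 2, it was 0.17 with an adjusted p of 0.00042 from camera, while without *w1118* replicate 1 it was 0.01 and did not pass, and without *w1118* replicate 3 it was 0.12 and passed. From these data the paper states that, contrary to *uL11* overexpression, *RPGs* and *RiBi* genes were not deregulated in *uL11* mutants.

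**Figure D2:**
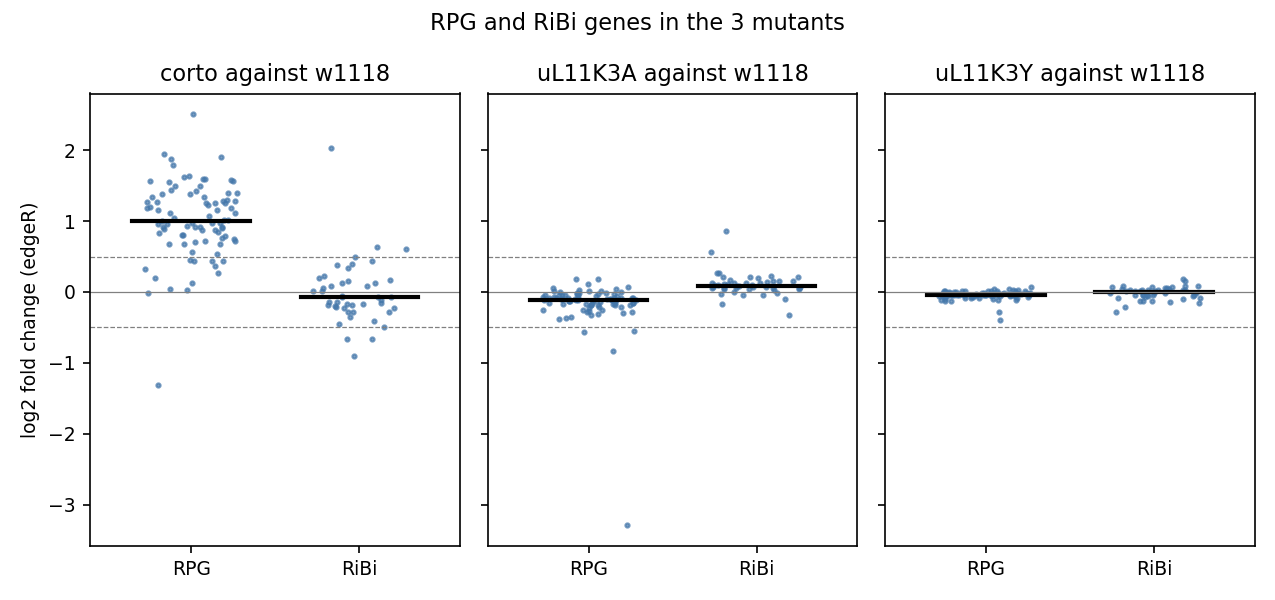
Log2 fold change against w1118 of each *RPG* and *RiBi* gene tested in corto, uL11K3A and uL11K3Y, with 1 point per gene, black bars at the medians and dashed lines at a log2 fold change of 0.5 in either direction. The *RPG* medians are 1.00, -0.11 and -0.04 in this order, and the lowest point in uL11K3A is *RpL22-like*, whose fitted value rests on counts near 0.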

Interestingly, among the 251 genes up-regulated in *uL11*^*K3A*^, 82 were up-regulated in other *RPG* mutants [38, 39] (S3 Table).

Very few deregulated genes were shared between the *uL11* mutants and *corto* (69 shared by *uL11*^*K3A*^ and *corto*, 29 shared by *uL11*^*K3Y*^ and *corto*, 14 shared by the three genotypes) (Fig 8). 

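Of the 7863 genes tested in both series, 101 were deregulated in *uL11* K3A and *corto*. They moved in the same direction in 56 cases, with 45 up-regulated and 11 down-regulated in both, and in opposite directions in the other 45. *uL11* K3Y and *corto* shared 21 genes, of which 8 were up-regulated in both, *tut* and *Spindly*, named after their values were seen, were down-regulated in both, and 11 moved in opposite directions. All 3 mutants shared 12 genes, and 6 of these did not change in the same direction throughout. With the spread of the *uL11* series applied to *corto*, chosen after the data had been seen, these numbers fell to 22, 10 and 6. With the replicate block, also chosen after, they were 84, 13 and 8. Without *w1118* replicate 1 of the *uL11* series, they were 69, 11 and 5.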

We chose some genes to analyze their expression by RT-qPCR in the three mutants: *CG13516*, one of the few genes deregulated in the three genotypes and the most down-regulated gene in *uL11*^*K3Y*^, *Hsp67Bc*, encoding a small heat-shock protein involved in cold stress tolerance [40], which is up-regulated in *corto*^*L1*^*/corto*^*420*^ and *uL11*^*K3Y*^, and *GstE6*, encoding a Glutathione S-transferase up-regulated in *uL11*^*K3A*^ and *uL11*^*K3Y*^. 

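*CG13516* (FBgn0040658, 2R, 22669145 to 22670622) lies 1391 kb from *uL11*. It fell to 2.05 ± 0.397 normalized CPM in *uL11* K3A and 1.1 ± 0.266 in *uL11* K3Y, from 10.1 ± 1.65 in *w1118* (SD, n = 3). The log2 fold changes were -2.30 in *uL11* K3A (standard error 0.26, adjusted p = 0.001 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -3.20 in *uL11* K3Y (standard error 0.27, adjusted p = 0.00135), where *tut* fell as much. The mutants themselves did not differ past the cutoffs (adjusted p = 0.0975 from the same edgeR test). In *corto*, *CG13516* rose from 3.42 ± 0.313 to 9.05 ± 1.22 CPM (SD, n = 2), a log2 fold change of 1.40 (standard error 0.22, adjusted p = 8.74e-10 from the same edgeR test, and 0.0916 with the spread of the *uL11* series). *Hsp67Bc* (FBgn0001229, 3L, 9371511 to 9372497) had a log2 fold change of 1.33 in *corto* (standard error 0.20, adjusted p = 3.31e-10 from the same edgeR test, and 0.181 with the spread of the *uL11* series). It had 18.9 ± 2.93 CPM in *uL11* K3Y against 7.51 ± 2.25 in *w1118* (SD, n = 3), also a log2 fold change of 1.33, which was not past the cutoffs (standard error 0.30, adjusted p = 0.162 from the same edgeR test). With DESeq2's Wald test, it was up-regulated in *uL11* K3Y (adjusted p = 0.00197), and the alternatives chosen beforehand ranged from 0.00197 to 0.382. In *uL11* K3A its log2 fold change was -0.81 (adjusted p = 0.208 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *GstE6* (FBgn0063494, 2R, 18406011 to 18406761) rose in *uL11* K3A to 86.3 ± 9.98 CPM from 3.67 ± 0.764 in *w1118* (SD, n = 3), a log2 fold change of 4.55 (standard error 0.20, adjusted p = 2.89e-06 from the same edgeR test). In *uL11* K3Y it reached 7.13 ± 1.43 CPM, a log2 fold change of 0.95 that was not past the cutoffs (standard error 0.19, adjusted p = 0.103 from the same edgeR test). DESeq2's Wald test called it up-regulated in *uL11* K3Y (adjusted p = 0.000548), and the alternatives chosen beforehand ranged from 0.000548 to 0.198. With both *w1118* groups pooled in DESeq2 with apeglm, chosen after the values were seen, the log2 fold changes in *corto* were 0.08 for *CG13516* (adjusted p = 0.698 from DESeq2's Wald test) and 0.44 for *Hsp67Bc* (0.109), and *Hsp67Bc* was up-regulated in *uL11* K3Y (1.44, 4.33e-05). *GstE6* had too few counts to be tested in *corto*.

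**Figure D3:**
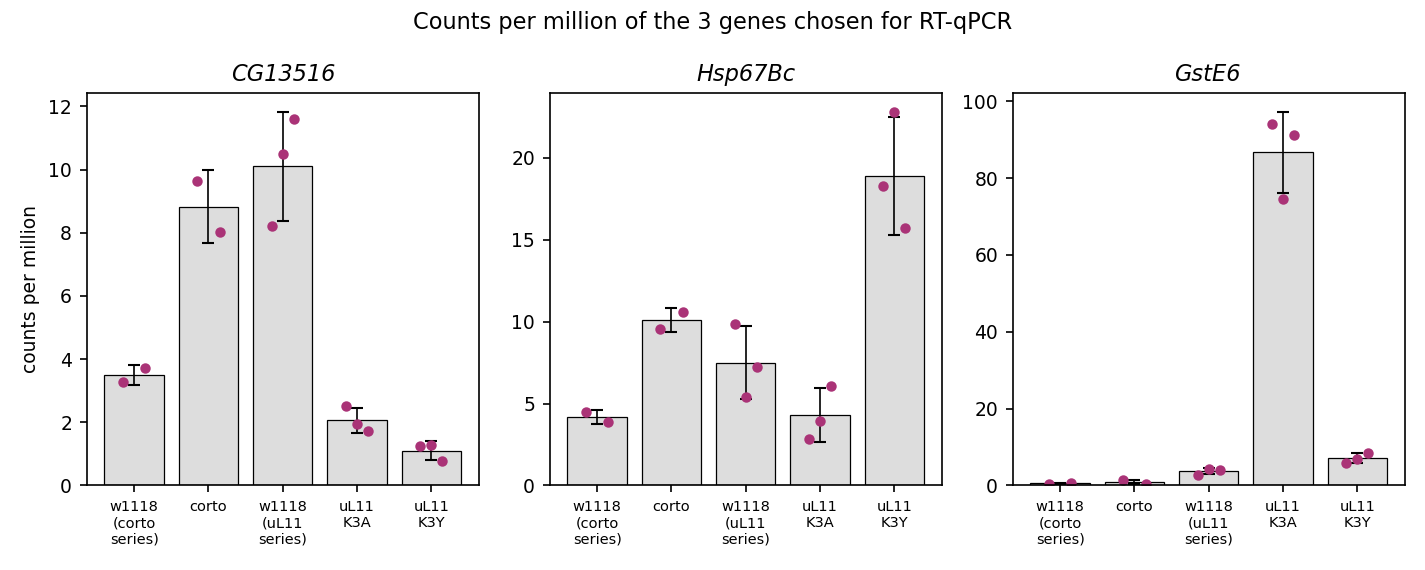
CPM of *CG13516*, *Hsp67Bc* and *GstE6* in the 5 groups of libraries, with bars at the mean, error bars of 1 SD and 1 point per library (n = 2 columns in the corto series and n = 3 in the uL11 series). *GstE6* lies between 74.7 and 94.2 CPM in uL11K3A and at most 8.43 in the other groups.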

The RNA-seq data were confirmed by RT-qPCR for these three genes in the three mutants, except for *Hsp67Bc* for which the increase in *corto*^*L1*^*/corto*^*420*^ was not significant (Fig 8).

**Fig 8:**
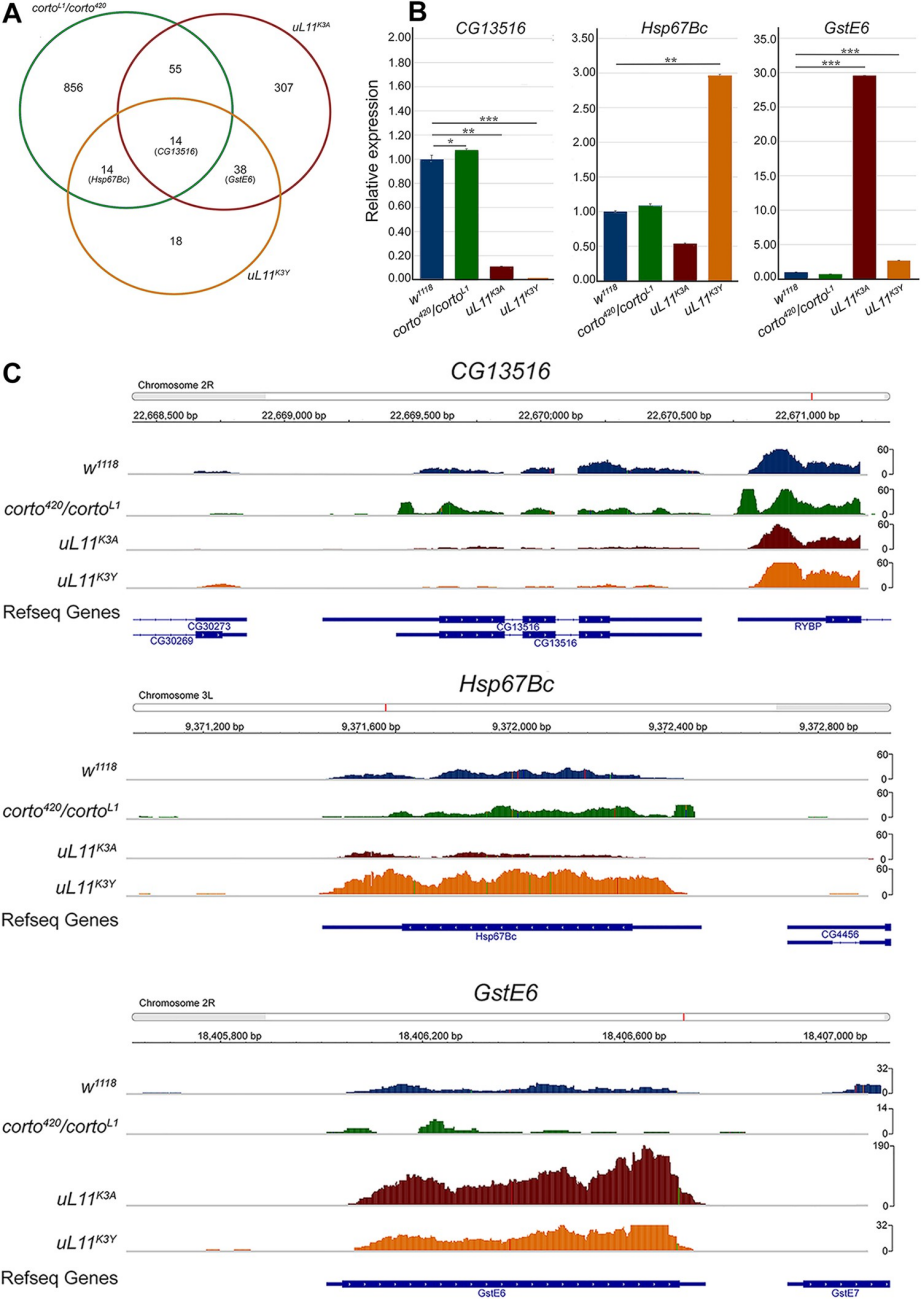
RNA-seq analyses of *corto* and *uL11* mutants. **A—**Venn diagrams showing the intersection of genes deregulated (up- and down-regulated) in *corto*^*L1*^*/corto*^*420*^, *uL11*^*K3A*^ and *uL11*^*K3Y*^ (cutoffs: adjusted p-value < 0.05; log_2_(fold-change) < -0.5 ou > 0.5). See S3 Table for detailed gene lists. The three genes validated by RT-qPCR are indicated. **B—**RT-qPCR analysis of *CG13516*, *Hsp67Bc* and *GstE6* expression in *corto*^*L1*^*/corto*^*420*^, *uL11*^*K3A*^ and *uL11*^*K3Y*^ wing imaginal discs. Expressions were normalized on the geometric mean of *GAPDH* and *Spt6*. Mean of three replicates. Error bars correspond to standard deviations. * p-value < 0.05; ** p-value < 0.01; *** p-value < 0.001. **C–**Snapshots showing the mapping of reads on *CG13516*, *Hsp67Bc* and *GstE6* in the reference line *w*^*1118*^, *corto*^*420*^*/corto*^*L1*^, *uL11*^*K3A*^ and *uL11*^*K3Y*^ wing imaginal discs.

## Discussion

We have previously shown that ribosomal protein uL11 interacts with the chromodomain of the *Drosophila* Enhancer of Trithorax and Polycomb Corto when tri-methylated on lysine 3 (uL11K3me3) [17]. uL11, Corto and RNA Polymerase II co-localize at many sites on polytene chromosomes and overexpression of *uL11* induces the transcription of many *RPGs* and *RiBi* genes. These data have confirmed that *Drosophila* uL11 is involved in transcription [21] and further suggest that the lysine 3 supports this extra-ribosomal activity. In the aim of testing this hypothesis, we generated mutant alleles of *uL11* using the CRISPR/Cas9 technology. By introducing a template to promote Homology-Directed Repair, we obtained a mutant in which the lysine was replaced by an alanine. However, we also obtained mutants harbouring indels probably obtained by Non-Homologous End Joining. Strikingly, the lysine 3 codon of uL11 was either deleted or substituted by another amino acid in all recovered mutants. Hence, it seems that a strong selection pressure occurs to maintain the *uL11* ORF, consistent with the haplo-insufficiency of this *RPG*.

### A single amino acid substitution generates a *Minute* phenotype

The *uL11*^*K3A*^ allele is almost totally lethal at the homozygous state. The few escapers are only males that hatch with a developmental delay larger than two days as compared to wild-type flies raised in the same conditions. Interestingly, *uL11*^*K3A*^ heterozygotes are also delayed but slightly less (about one day). In addition, *uL11*^*K3A*^ heterozygous females are frequently sterile making it necessary to carry out crosses of heterozygous *uL11*^*K3A*^ males with wild-type females and to genotype the offspring in order to maintain the stock. Hence, the *uL11*^*K3A*^ allele clearly appears dominant, which is also visible for other phenotypes, such as the shorter and thinner macrochaetes. Reduced viability, notably of females, delayed development, thin bristles and dominance are signatures of the *Minute* mutations that have been shown to correspond to *RPG* deletions [2]. The associated phenotypes are thought to reflect a defect in RPs’ stoichiometry resulting in a decreased capacity for protein synthesis. In accordance, tissues that are the most dependent on translation are likely to be the most affected. For instance, high ribosome biogenesis level is suggested to be necessary for the maintenance of germinal stem cells in the *Drosophila* ovarium, which could explain the reduced fertility of *Minute* females [41, 42]. Similarly, macrochaetes are described to require a very high amount of protein synthesis over a short developmental period [2]. Unexpectedly, replacement of a single lysine by an alanine in the N-terminal tail of uL11 induces a *Minute* phenotype. The global level of translation in this mutant is decreased although the mutated protein can be efficiently incorporated into translating ribosomes. However, translation speed or accuracy might be altered. Whatever the exact origin, the *Minute* phenotype of the *uL11*^*K3A*^ mutant might be due to an alteration in translation. In yeast, *uL11* loss-of-function has been shown to halve the speed of translation and to cause increased amino acid mis-incorporation and termination codon readthrough [15]. Another possibility would be that uL11K3A ribosomes display altered affinity for specific mRNA, as has been described for ribosomes lacking RPL38/eL38 in mice [43].

Surprisingly, the *uL11*^*K3Y*^ mutant does not display any *Minute* phenotype. The N-terminal extension of uL11 is supposed to be unstructured as neither the first 6 nor the first 9 amino acids were resolved in the structure of the *D*. *melanogaster* and *S*. *cerevisiae* 80S ribosome, respectively [14, 44]. This region is composed of hydrophilic amino acids and could thus be use as a platform for protein interactions. Addition of methyl groups on lysines, even if it has no effect on the overall charge of the residue, increases its hydrophobicity. Trimethylation of uL11 lysine 3 might thus modulate the activity of the N-terminal tail [45]. However, in *S*. *cerevisiae* and *pombe*, deletion of Rkm2, the methyltransferase responsible for uL11 lysine 3 methylation has little impact on ribosome assembly and function or on cell viability [19, 46] suggesting that the methylation of lysine 3 is not crucial for basic translational activity. In the *uL11*^*K3Y*^ mutant, the tyrosine, a hydrophobic residue, might mimic the effect of methyl groups. If this is the case, in-depth comparison of translation between *uL11*^*K3Y*^ and *uL11*^*K3A*^ mutants, including sequencing of polysomal mRNA, should permit to elucidate the role of the uL11 N-terminal tail methylation in translation.

### Extra-ribosomal activities of uL11

Regulation of translational capacity might be indirect and due to extra-ribosomal activities of free RPs, notably in transcriptional regulation (for a recent review see [47]). Overexpression of *uL11* increases the transcription of many *RPGs* and *RiBi* genes [21]. Although it cannot be ruled out that artificial overexpression induces a non-specific response, it is striking that overexpression of *RPGs* is also observed in loss-of-function *corto* mutants that encode a direct partner of uL11. Corto, by repressing *RPG* expression, could ensure that all ribosomal proteins are present at the correct stoichiometry, thus preventing ribosomal stress. As the *uL11*^*K3Y*^ mutant displays neither *Minute* phenotypes nor a global decrease in translation, we assumed that solely its transcriptional activity would be affected. However, only very few genes are deregulated in this mutant questioning the existence of a proper transcriptional activity for uL11. To reconcile these findings, it is tempting to speculate that uL11, by physically interacting with Corto on chromatin, fine-tunes its transcriptional regulation of *RPGs*. In a context where uL11 no longer interacts with Corto, *i*.*e*. in the *uL11* lysine 3 mutants, the expression of these genes does not vary. Going with that model, if other ribosomal proteins were now out of stoichiometry (for example in another *Minute* mutant), one would expect that the extra uL11 would accumulate, bind Corto, and repress the expression of other *RPG* genes to restore balance.

Alternatively, the absence of obvious phenotypes and the fact that only few genes are deregulated in *uL11*^*K3Y*^ mutant could mean that the transcriptional activity of uL11 is triggered under stress conditions which is the case for many extra-ribosomal functions of RPs. For example, in *S*. *cerevisiae uL11* has been shown to regulate the PHO pathway in low phosphate conditions potentially at the transcriptional level [8]. It would thus be interesting to test whether the *Drosophila uL11* mutants, and especially *uL11*^*K3Y*^, display an altered resistance to stresses that affect ribosome biogenesis, for instance by raising them with specific food diets.

## Supporting information

S1 Fig Specificity of the anti-uL11K3me3 antibody. 0.2 (left) and 0.05 μg (right) of each peptide were deposited on a nitrocellulose membrane. Membranes were then incubated with the indicated primary antibodies. Secondary antibodies were as described in Materials and Methods. Peptides: unmethylated uL11, uL11K10me3, uL11K3A, uL11K3me2, and uL11K3me3 peptides were synthesized at the proteomic platform of the Institute of Biology Paris Seine; H3K4me3 and H3K9me3 peptides were from Diagenode, C16000003 and C160000056, respectively. Antibodies: PI: rabbit preimmun serum; α-uL11: 1/14000, described in Materials and Methods; α-uL11K3me3: 1/10000, described in Materials and Methods; α-H3K4me3: 1/1000, Diagenode C15310003; α-H3K9me3: 1/1000, Diagenode C15100146. Secondary antibodies: 1/10000.
(TIF) Click here for additional data file.

S2 Fig Molecular screening for the *uL11*^*K3A*^ allele. A–Rationale for discriminative PCR. Purple bases correspond to the target codon. Red bases stand for locked nucleic acids (LNA). The LNAWT primer ended with the lysine AAA codon of the wild-type uL11 gene whereas the LNAK3A primer ended with the alanine GCC codon corresponding to the desired mutation. B–qPCRs were performed with the LNAK3A primer matching the uL11^K3A^ allele. Red curve: plasmid carrying the uL11^K3A^ allele as positive control. Black curve: genomic DNA from a wild-type fly. Blue curves: pools of up to 5 different genomic DNAs from candidate G1 flies considered to be positive. Green curves: pools of up to 5 different genomic DNAs from candidate G1 flies considered to be negative. C–The same qPCRs were performed on individual genomic DNAs from the pools that were previously found to be positive for the uL11^K3A^ allele. Several individuals wearing the mutation were thus identified (blue curves). D–High Resolution Melting Analysis (HMRA) of *uL11* mutants. Melting profile of the *uL11* amplicons from genomic DNAs of G1 flies. Melting peaks flatter and broader than the reference (black) revealed the presence of two different amplicons, indicating that the tested DNA contained a mutation at the *uL11* locus. Melting curves were normalized according to the method described by [27]. RFU: Relative Fluorescence Unit.
(TIF) Click here for additional data file.

S3 Fig Sequence of the *uL11* alleles of G0 flies. Founder G0 flies were named after their gender (M, male; F, female) and the order of their emergence. Each allele was recovered in several descendants of the same founders. The *uL11*^*K3A*^ and *uL11*^*ΔK3*^ alleles were found in the progeny of three and two different founders, respectively. Substitution alleles were named to reflect the amino acid change in the uL11 protein, following the amino acid one letter code. The bottom two alleles were named after the reading frameshift they introduce in the *uL11* gene. The wild-type *uL11* sequence is provided as reference. The start and the lysine 3 codons of *uL11* are highlighted in grey. Mutants F-4 and F+2 introduce a +2 reading frame shift that puts the uL11 CDS in frame with an ATG codon located in the 5’UTR. A protein with a 24 amino acid extension might then be produced.
(TIF) Click here for additional data file.

S4 Fig Analysis of the *uL11*^*K3A-12*^ mutant. A—From left to right: thorax of a wild-type female, a *uL11*^*K3A-12*^*/uL11*^*+*^ heterozygous female, and a *uL11*^*K3A-12*^*/uL11*^*K3A-12*^ homozygous female. Anterior and posterior scutellar bristles are colorized. B–Developmental time of the *uL11*^*K3A-12*^ mutant as compared to *uL11*^*K3A-43*^—the mutant presented in the main text. The percentage of flies emerged from day 8 to 15 is shown. The total number of flies emerged is indicated in the legend. Solid lines: heterozygous flies; dotted line: homozygous flies; blue: *uL11*^*+*^, burgundy: *uL11*^*K3-43*^, pink: *uL11*^*K3A-12*^.
(TIF) Click here for additional data file.

S5 Fig Analysis of bristles and wings in female *uL11* mutants. A–Length of anterior scutellar bristles of wild-type females (blue; n = 54), *uL11*^*K3A*^*/uL11*^*+*^ (burgundy, n = 33) and *uL11*^*K3Y*^*/uL11*^*K3Y*^ (orange, n = 25). B–Length of posterior scutellar bristles of wild-type males (blue; n = 51), *uL11*^*K3A*^*/uL11*^*+*^ (burgundy, n = 36) and *uL11*^*K3Y*^*/uL11*^*K3Y*^ (orange, n = 50). C–Wing size of uL11 wild-type females (blue; n = 29), *uL11*^*K3A*^*/uL11*^*+*^ (burgundy, n = 30) and *uL11*^*K3Y*^*/uL11*^*K3Y*^ (orange, n = 25). t-tests: *** p-value < 0.001; ** p-value < 0.01; * p-value < 0.05; ns: non significant.
(TIF) Click here for additional data file.

S1 Table Oligonucleotides used in this study. In primers LNA-WT and LNA-K3A, uppercase nucleotides correspond to the LNA bases. In primers pho-sgRNA_F and pho-sgRNA_R, uppercase nucleotides correspond to the floating sequences used for cloning. The bold guanosine was introduced to increase efficiency of the U6 promoter. In the ssODN, the complementary ATG and alanine codon sequences are bold and in uppercases, the PAM sequence corresponding to the single guide RNA is in bold.
(PDF) Click here for additional data file.

S2 Table RNA-seq of wing imaginal discs (GEO accession number GSE181926). (PDF) Click here for additional data file.

S3 Table Genes deregulated in at least one of the three genotypes (*corto*^*L1*^ */corto*^*420*^, *uL11*^*K3A*^, *uL11*^*K3Y*^). Green: Up-regulated genes, log2 fold-change > 0.5, adjusted p-value < 5.E-02. Orange: Down-regulated genes, log2 fold-change < -0.5, adjusted p-value < 5.E-02. Blue: Genes up-regulated in other RPG mutants [35, 36].
(PDF) Click here for additional data file.

S4 Table Ontology of genes deregulated in *corto*^*L1*^*/corto*^*420*^ and *uL11*^*K3A*^ mutants. CC: Cellular Component; BP: Biological Process; MF: Molecular Function.
(PDF) Click here for additional data file.

S1 Raw images (PDF) Click here for additional data file.

# Supplementary material for: Single amino-acid mutation in a Drosoph ila melanogaster ribosomal protein: An insight in uL11 transcriptional activity
**Source:** PLoS One. 2022 Aug 18;17(8):e0273198. doi: 10.1371/journal.pone.0273198
**Supplement:** S1 Table — In primers LNA-WT and LNA-K3A, uppercase nucleotides correspond to the LNA bases. In primers pho-sgRNA_F and pho-sgRNA_R, uppercase nucleotides correspond to the floating sequences used for cloning. The bold guanosine was introduced to increase efficiency of the U6 promoter. In the ssODN, the complementary ATG and alanine codon sequences are bold and in uppercases, the PAM sequence corresponding to the single guide RNA is in bold.

|                                                |                                                                                                                                           |
|------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------|
| <b>High Resolution Melting Analysis</b>        |                                                                                                                                           |
| uL11-HRMA_F                                    | 5'-tgcggtaaagtacatgagctg-3'                                                                                                               |
| uL11-HRMA_R                                    | 5'-tcgaagctcaactcctcaca-3'                                                                                                                |
| <b>LNA Primers</b>                             |                                                                                                                                           |
| LNA-WT                                         | 5'-gataccgctatgcctcccaAa-3'                                                                                                               |
| LNA-K3A                                        | 5'-gataccgctatgcctcccgCc-3'                                                                                                               |
| CRISPR1_R                                      | 5'-gaccgaggggaccgatctt-3'                                                                                                                 |
| <b>uL11 Sequencing</b>                         |                                                                                                                                           |
| uL11-708_F                                     | 5'-cgctactgagctttgctacacccc-3'                                                                                                            |
| uL11+805_R                                     | 5'-caataacatcgtgagggtgct-3'                                                                                                               |
| <b>Guide RNA</b>                               |                                                                                                                                           |
| sgRNA                                          | 5'-tccgttgggtcgaatttggg-3'                                                                                                                |
| <b>Cloning of sgRNA in pU6-BbsI-chiRNA</b>     |                                                                                                                                           |
| pho-sgRNA_F                                    | 5'-CTTCGtccgttgggtcgaatttggg-3'                                                                                                           |
| pho-sgRNA_R                                    | 5'-AAACcccaaattcgacccaacggac-3'                                                                                                           |
| <b>Template for fly mutagenesis</b>            |                                                                                                                                           |
| ssODN                                          | 5'-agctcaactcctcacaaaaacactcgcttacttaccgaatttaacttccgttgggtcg<br>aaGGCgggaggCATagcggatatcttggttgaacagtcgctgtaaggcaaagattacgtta<br>gttt-3' |
| <b>uL11<sup>K3Y</sup> directed mutagenesis</b> |                                                                                                                                           |
| K3Y_F                                          | 5'-caccatgcctccctacttcgacccaacgg-3'                                                                                                       |
| K3Y_R                                          | 5'-ccgttgggtcgaagtagggaggcatggtg-3'                                                                                                       |
| <b>qRT-PCR</b>                                 |                                                                                                                                           |
| Hsp67Bc_F                                      | 5'-ctgcttatttgaggctcca-3'                                                                                                                 |
| Hsp67Bc_R                                      | 5'-ttgatttgcacaccctgggt-3'                                                                                                                |
| GstE6_F                                        | 5'-gcccaactttcaccggaata-3'                                                                                                                |
| GstE6_R                                        | 5'-tcggcatatttcgagacc-3'                                                                                                                  |
| CG13516_F                                      | 5'-gctaactccaggacccatat-3'                                                                                                                |
| CG13516_R                                      | 5'-gcgacaatagtggtttccag-3'                                                                                                                |
| GAPDH_F                                        | 5'-gacgaaatcaaggctaaggctcg-3'                                                                                                             |
| GAPDH_R                                        | 5'-aatgggtgtcgctgaagaagtc-3'                                                                                                              |
| RP49_F                                         | 5'-ccgcttcaaggacagtatc-3'                                                                                                                 |
| RP49_R                                         | 5'-gacaatctccttgcgcttct-3'                                                                                                                |

# Supplementary material for: Single amino-acid mutation in a Drosoph ila melanogaster ribosomal protein: An insight in uL11 transcriptional activity
**Source:** PLoS One. 2022 Aug 18;17(8):e0273198. doi: 10.1371/journal.pone.0273198
**Supplement:** S2 Table

| Sample name  | Genotype                           | Total reads | Unmapped reads | Multimapped reads | Uniquely mapped reads used for the analysis |
|--------------|------------------------------------|-------------|----------------|-------------------|---------------------------------------------|
| wc_1         | $w^{1118}; corto^+$                | 1.50E+07    | 8.56E+05       | 4.29E+05          | 1.36E+07                                    |
| wc_2         | $w^{1118}; corto^+$                | 1.50E+07    | 1.17E+06       | 4.33E+05          | 1.33E+07                                    |
| cortoL1420_1 | $w^{1118}; corto^{L1}/corto^{420}$ | 2.71E+07    | 1.24E+06       | 1.85E+06          | 2.37E+07                                    |
| cortoL1420_2 | $w^{1118}; corto^{L1}/corto^{420}$ | 2.71E+07    | 1.83E+06       | 1.86E+06          | 2.31E+07                                    |
| w_1          | $w^{1118}; uL11^+$                 | 2.58E+07    | 1.36E+05       | 3.04E+06          | 2.21E+07                                    |
| w_2          | $w^{1118}; uL11^+$                 | 3.22E+07    | 1.44E+05       | 2.13E+06          | 2.97E+07                                    |
| w_3          | $w^{1118}; uL11^+$                 | 3.49E+07    | 3.90E+05       | 3.37E+06          | 3.06E+07                                    |
| K3A_1        | $w^{1118}; uL11^{K3A}$             | 2.53E+07    | 2.11E+05       | 2.07E+06          | 2.15E+07                                    |
| K3A_2        | $w^{1118}; uL11^{K3A}$             | 4.01E+07    | 1.66E+06       | 2.32E+07          | 1.16E+07                                    |
| K3A_3        | $w^{1118}; uL11^{K3A}$             | 3.28E+07    | 6.25E+05       | 1.05E+07          | 1.91E+07                                    |
| K3Y_1        | $w^{1118}; uL11^{K3Y}$             | 3.07E+07    | 2.06E+05       | 2.11E+06          | 2.81E+07                                    |
| K3Y_2        | $w^{1118}; uL11^{K3Y}$             | 3.16E+07    | 9.03E+05       | 2.86E+06          | 2.74E+07                                    |
| K3Y_3        | $w^{1118}; uL11^{K3Y}$             | 3.34E+07    | 3.10E+05       | 1.67E+06          | 3.12E+07                                    |

# Supplementary material for: Single amino-acid mutation in a Drosoph ila melanogaster ribosomal protein: An insight in uL11 transcriptional activity
**Source:** PLoS One. 2022 Aug 18;17(8):e0273198. doi: 10.1371/journal.pone.0273198
**Supplement:** S3 Table — Green: Up-regulated genes, log2 fold-change > 0.5, adjusted p-value < 5.E-02. Orange: Down-regulated genes, log2 fold-change < -0.5, adjusted p-value < 5.E-02. Blue: Genes up-regulated in other RPG mutants [35, 36].

|             |          |       |       |          |       |          |       |          |
|-------------|----------|-------|-------|----------|-------|----------|-------|----------|
| FBgn0038271 | UQCR-C1  | 4523  | 0.84  | 1.29E-13 | 0.03  | 7.62E-01 | 0.00  | 1.00E+00 |
| FBgn0036728 | UQCR-Q   | 1447  | 1.88  | 3.34E-40 | 0.00  | 9.79E-01 | 0.00  | 1.00E+00 |
| FBgn0033428 | Urod     | 1510  | 0.64  | 3.48E-06 | 0.02  | 8.25E-01 | 0.00  | 1.00E+00 |
| FBgn0260749 | Utx      | 1479  | -0.75 | 1.33E-17 | -0.06 | 4.40E-01 | 0.00  | 1.00E+00 |
| FBgn0050101 | Vajk4    | 36    | 1.18  | 5.97E-04 | 0.14  | 2.34E-01 | 0.00  | 1.00E+00 |
| FBgn0035942 | VaiRS-m  | 232   | 0.60  | 4.18E-04 | -0.01 | 9.18E-01 | 0.00  | 1.00E+00 |
| FBgn0029687 | Vap33    | 7747  | -0.78 | 2.49E-07 | 0.01  | 9.16E-01 | 0.00  | 1.00E+00 |
| FBgn0053200 | VepD     | 48    | -1.91 | 1.02E-06 | 0.11  | 3.01E-01 | 0.00  | 1.00E+00 |
| FBgn0262524 | ver      | 296   | -0.22 | 2.25E-01 | 2.11  | 4.76E-65 | 0.00  | 1.00E+00 |
| FBgn0261341 | verm     | 9505  | 0.62  | 9.38E-04 | -0.13 | 1.70E-01 | 0.00  | 1.00E+00 |
| FBgn0033911 | VGAT     | 134   | -0.09 | 7.49E-01 | 0.64  | 1.29E-03 | -0.63 | 6.34E-03 |
| FBgn0267975 | vib      | 1469  | -1.04 | 1.87E-26 | 0.04  | 6.69E-01 | -0.01 | 1.00E+00 |
| FBgn0024183 | vig      | 3544  | -0.78 | 1.04E-08 | 0.01  | 9.06E-01 | 0.00  | 1.00E+00 |
| FBgn0259978 | vlc      | 2238  | -0.62 | 3.56E-08 | -0.03 | 7.54E-01 | 0.00  | 1.00E+00 |
| FBgn0052350 | Vps11    | 1027  | -0.65 | 2.49E-03 | 0.00  | 9.72E-01 | 0.00  | 1.00E+00 |
| FBgn0260987 | vid      | 2064  | -0.95 | 1.33E-21 | -0.06 | 4.50E-01 | -0.01 | 1.00E+00 |
| FBgn0266848 | wap      | 3147  | -0.66 | 1.92E-08 | -0.03 | 7.45E-01 | 0.00  | 1.00E+00 |
| FBgn0027492 | wdb      | 5970  | -0.84 | 1.30E-11 | 0.01  | 9.22E-01 | 0.00  | 1.00E+00 |
| FBgn0027499 | wde      | 2735  | -0.89 | 1.99E-07 | 0.02  | 8.39E-01 | 0.00  | 1.00E+00 |
| FBgn0011739 | wt5      | 1411  | -0.66 | 9.62E-07 | 0.02  | 8.38E-01 | 0.00  | 1.00E+00 |
| FBgn0261113 | Xrp1     | 10923 | -0.55 | 6.59E-06 | 1.08  | 1.69E-26 | 0.11  | 1.21E-01 |
| FBgn0041711 | yellow-e | 215   | 0.87  | 5.43E-05 | -0.03 | 7.39E-01 | 0.00  | 1.00E+00 |
| FBgn0041710 | yellow-f | 83    | -0.23 | 3.71E-01 | -0.62 | 3.15E-02 | -0.05 | 5.27E-01 |
| FBgn0039896 | yellow-h | 56    | 0.51  | 4.40E-02 | 2.46  | 1.25E-10 | -0.01 | 1.00E+00 |
| FBgn0040060 | yip7     | 41    | -0.04 | 6.60E-01 | -0.97 | 3.20E-02 | -0.02 | 9.62E-01 |
| FBgn0039261 | Ythdf    | 2954  | -0.66 | 9.40E-09 | -0.04 | 6.25E-01 | 0.00  | 1.00E+00 |
| FBgn0004606 | zfh1     | 688   | -0.13 | 5.56E-01 | -0.63 | 2.67E-04 | 0.00  | 1.00E+00 |
| FBgn0266709 | Zmynd10  | 117   | -1.05 | 1.89E-06 | -0.13 | 2.22E-01 | 0.00  | 1.00E+00 |
| FBgn0011642 | Zyx      | 2299  | -1.25 | 1.45E-35 | 0.00  | 9.77E-01 | 0.00  | 1.00E+00 |

# Supplementary material for: Single amino-acid mutation in a Drosoph ila melanogaster ribosomal protein: An insight in uL11 transcriptional activity
**Source:** PLoS One. 2022 Aug 18;17(8):e0273198. doi: 10.1371/journal.pone.0273198

# Figure 2, top:

Exposure 2'30" (ECL)

Primary antibodies:  $\alpha$ -uL11K3me3 1/6000;  $\alpha$ -tubuline 1/10000

Secondary antibodies:  $\alpha$ -rabbit IgG 1/20000;  $\alpha$ -rat IgG 1/10000

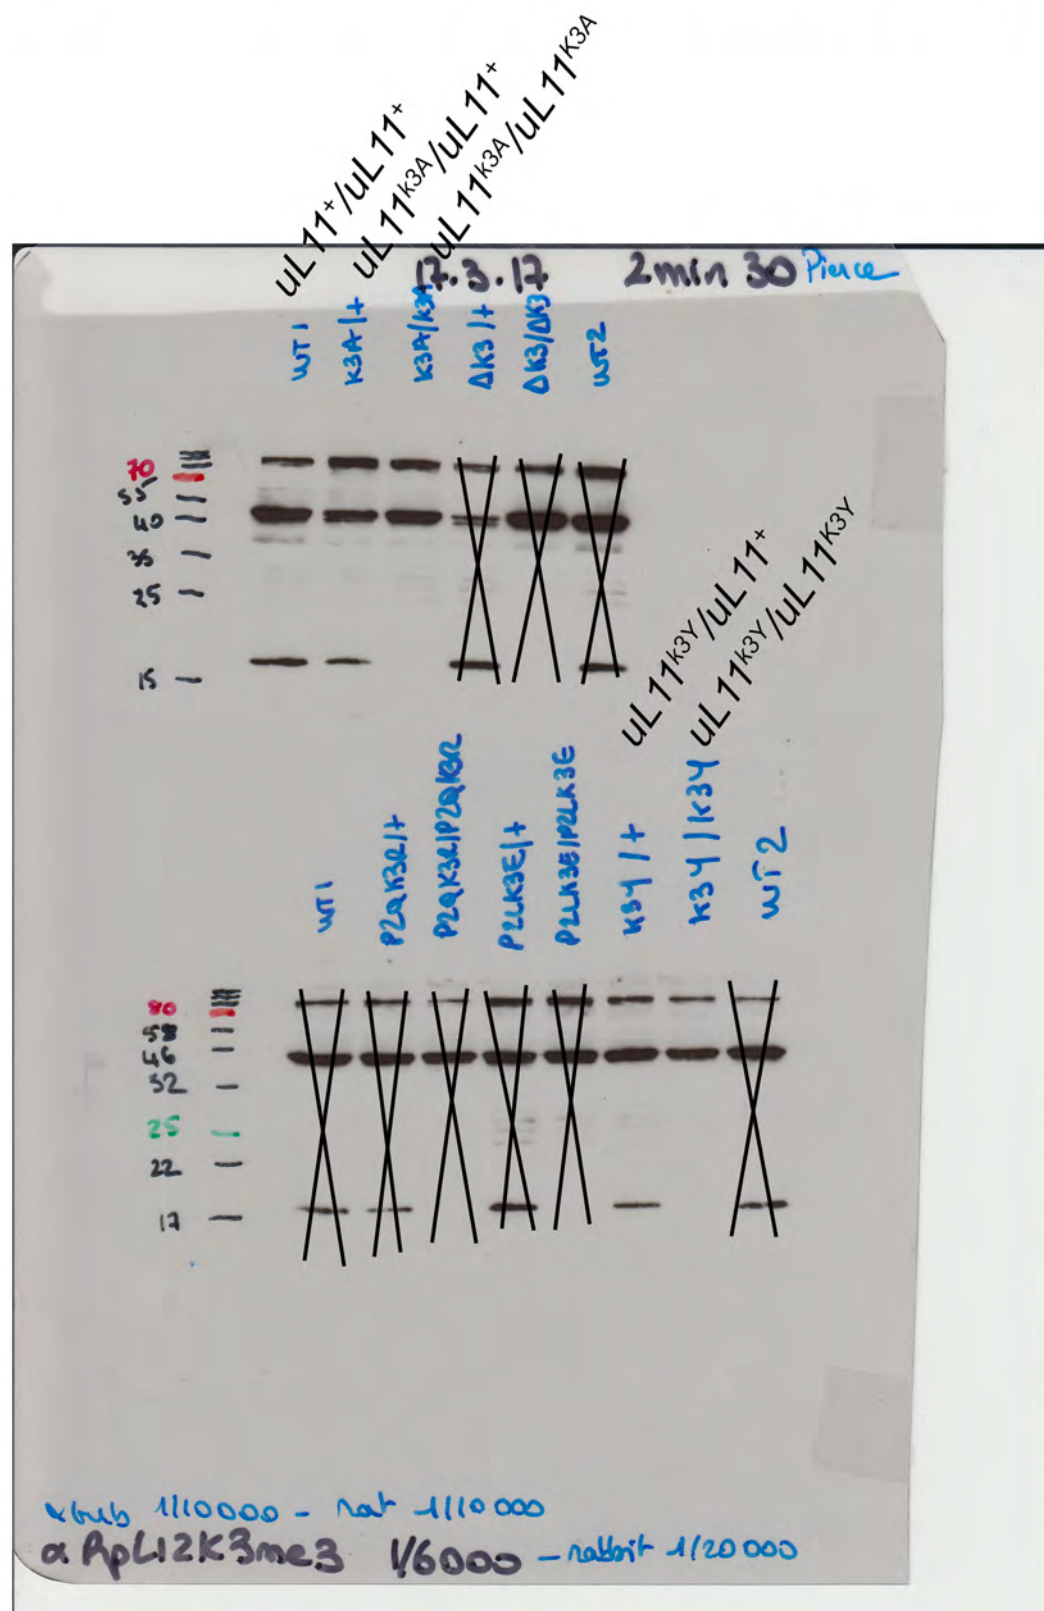

## Figure 2, bottom:

Exposure 2'30"

Primary antibodies:  $\alpha$ -uL11 1/1000

Secondary antibodies:  $\alpha$ -goat IgG 1/10000

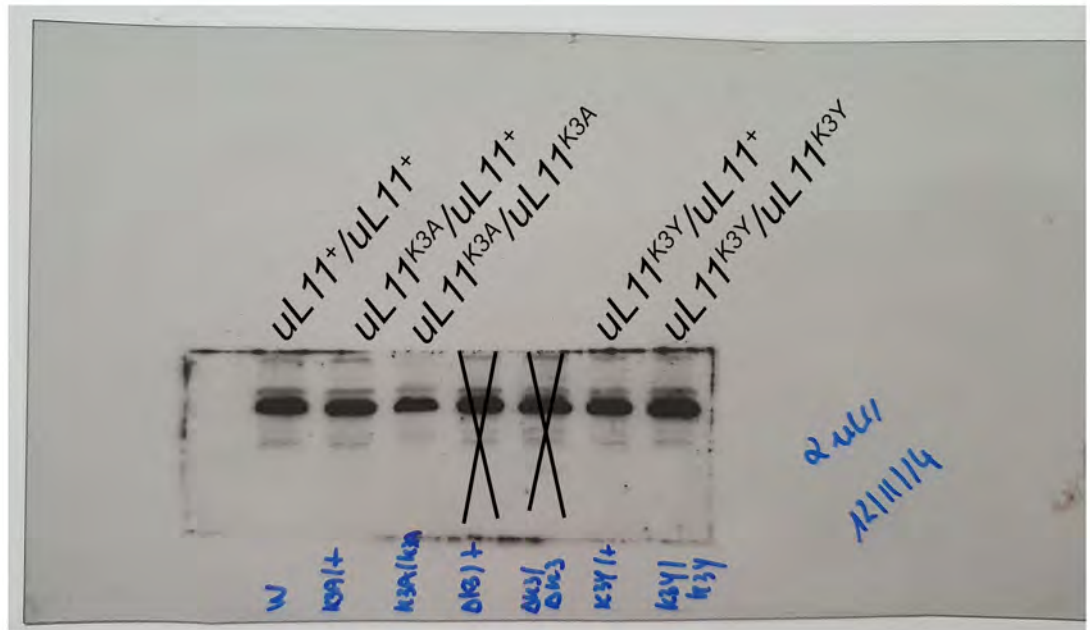

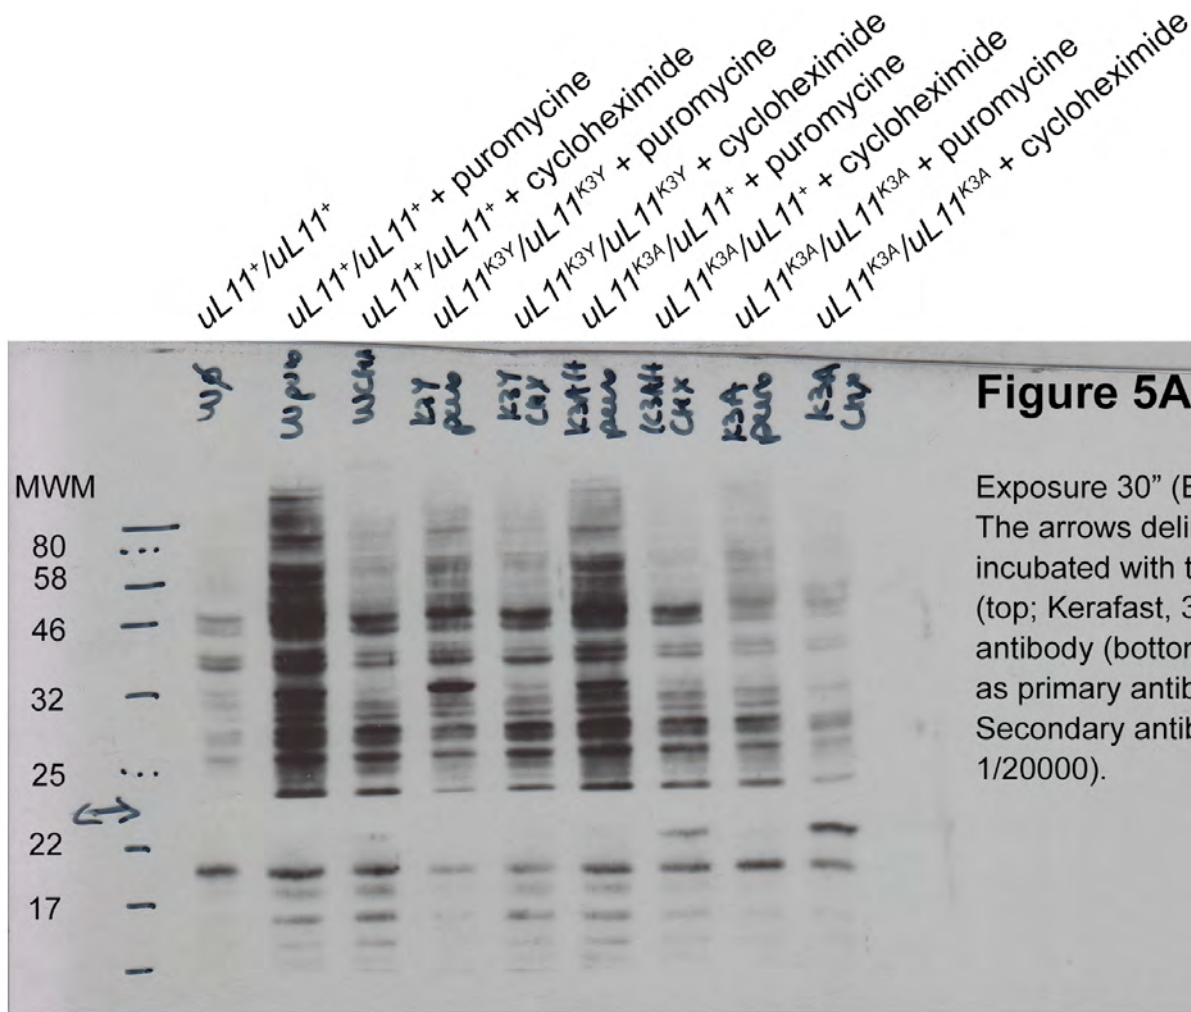

**Figure 5A**

Exposure 30" (ECL).

The arrows delimit the part of the Western blot incubated with the mouse anti-puromycin antibody (top; Kerafast, 3RH11; 1/500) or the mouse anti-H3 antibody (bottom) (Diagenode; C15200011; 1/1000) as primary antibodies.

Secondary antibodies: anti-mouse (Sigma; NA931; 1/20000).

3082.

**Figure 5**

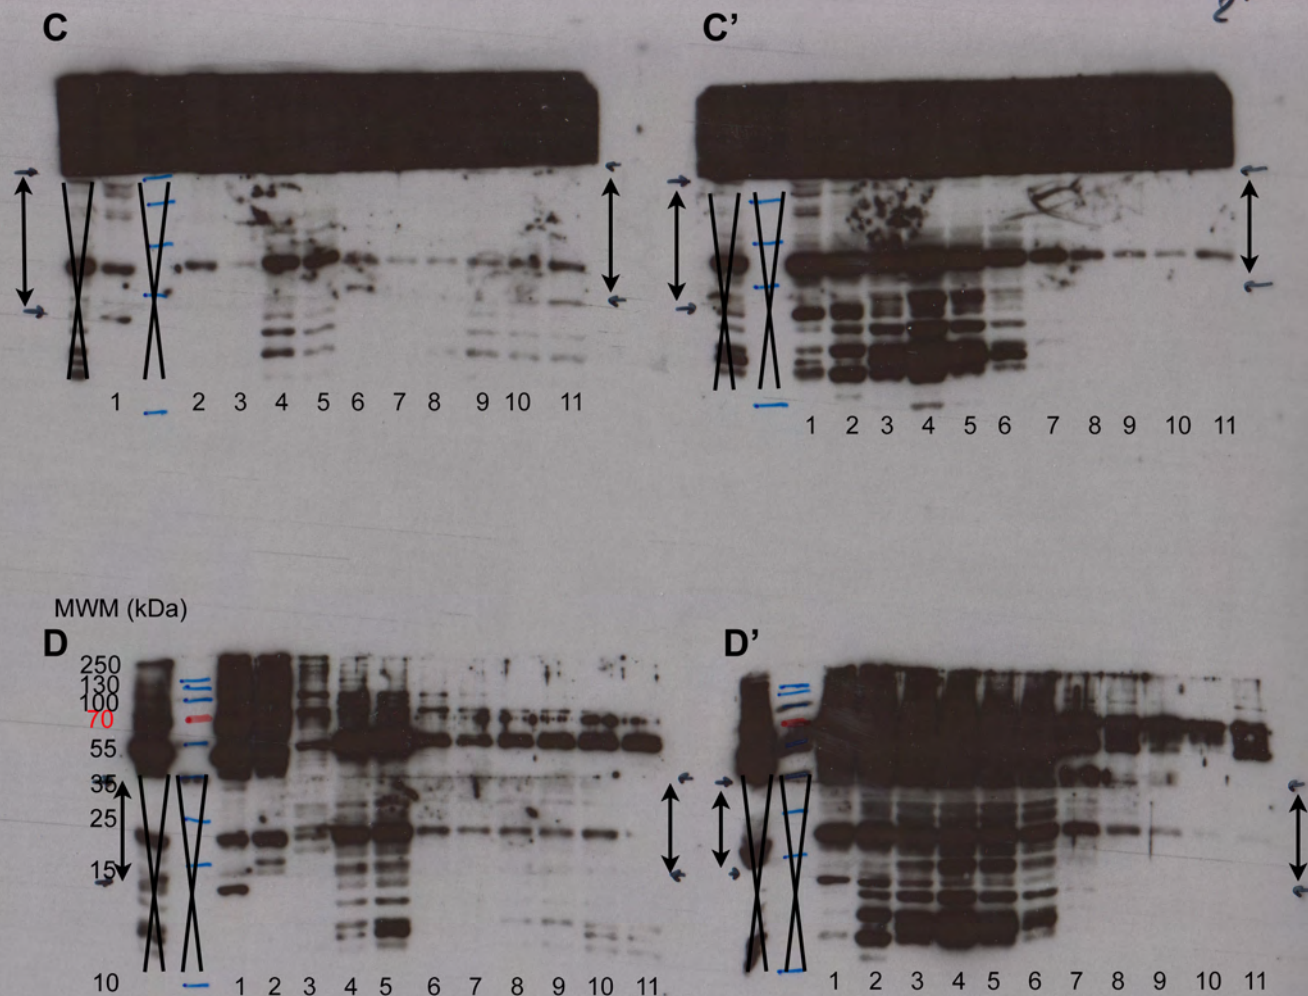

Exposure 2' (ECL).

The arrows delimit the part of the Western blot incubated with the anti-HA primary antibody (Sigma F2411, 1/1,000). Secondary antibody: anti-mouse (Sigma NA931; 1/20000).

### Figure 6A

### IP Flag-CortoCD / co-IP uL11-Myc

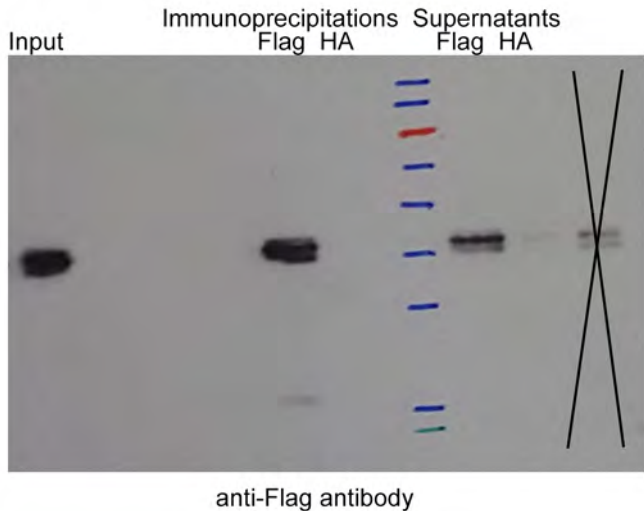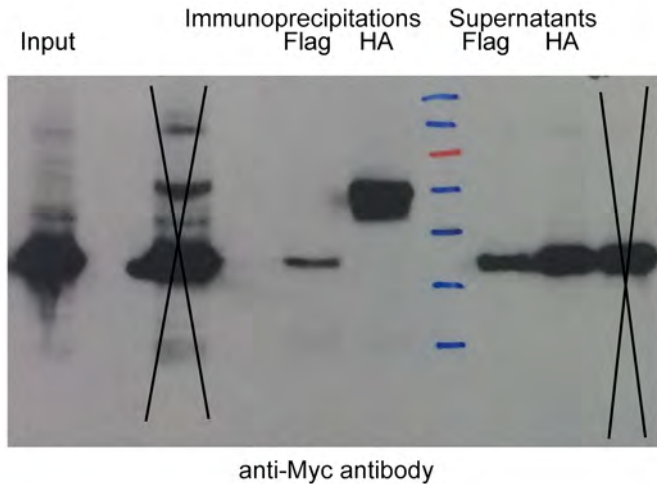

**Figure 6B**

**IP Flag-CortoCD / co-IP uL11K3A-Myc /**

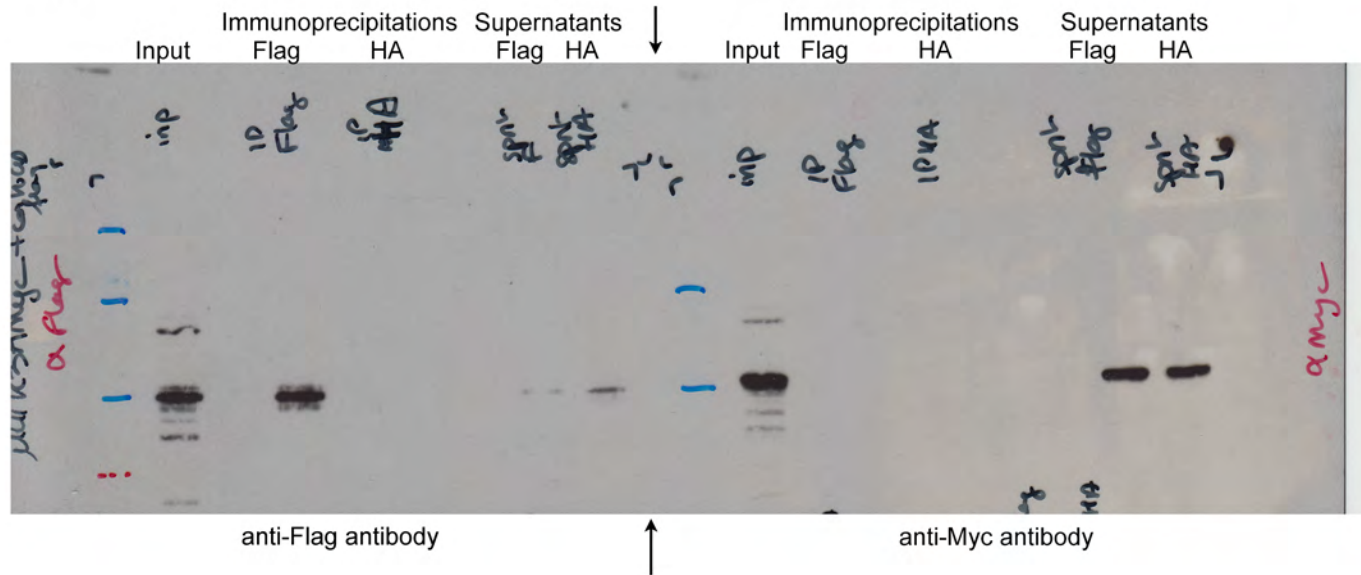

Figure 6C

IP Flag-CortoCD / co-IP uL11K3Y-Myc

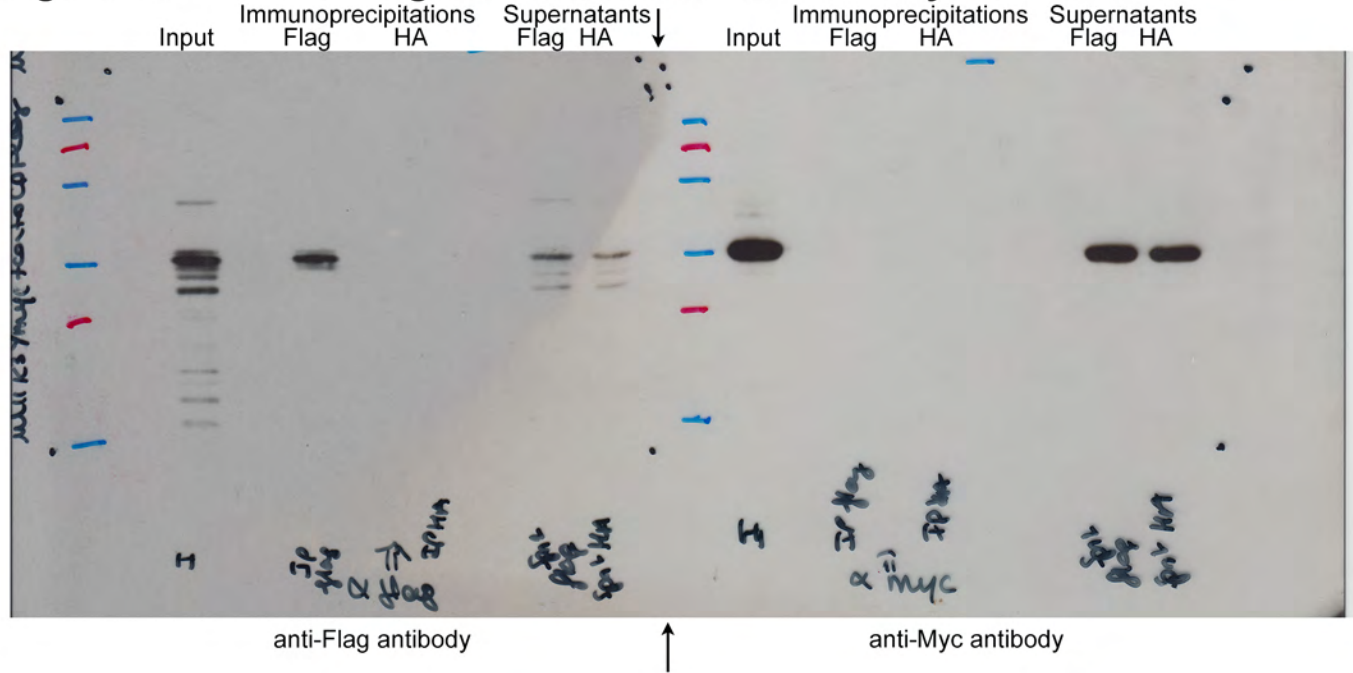

**Figure 7A et 7C**

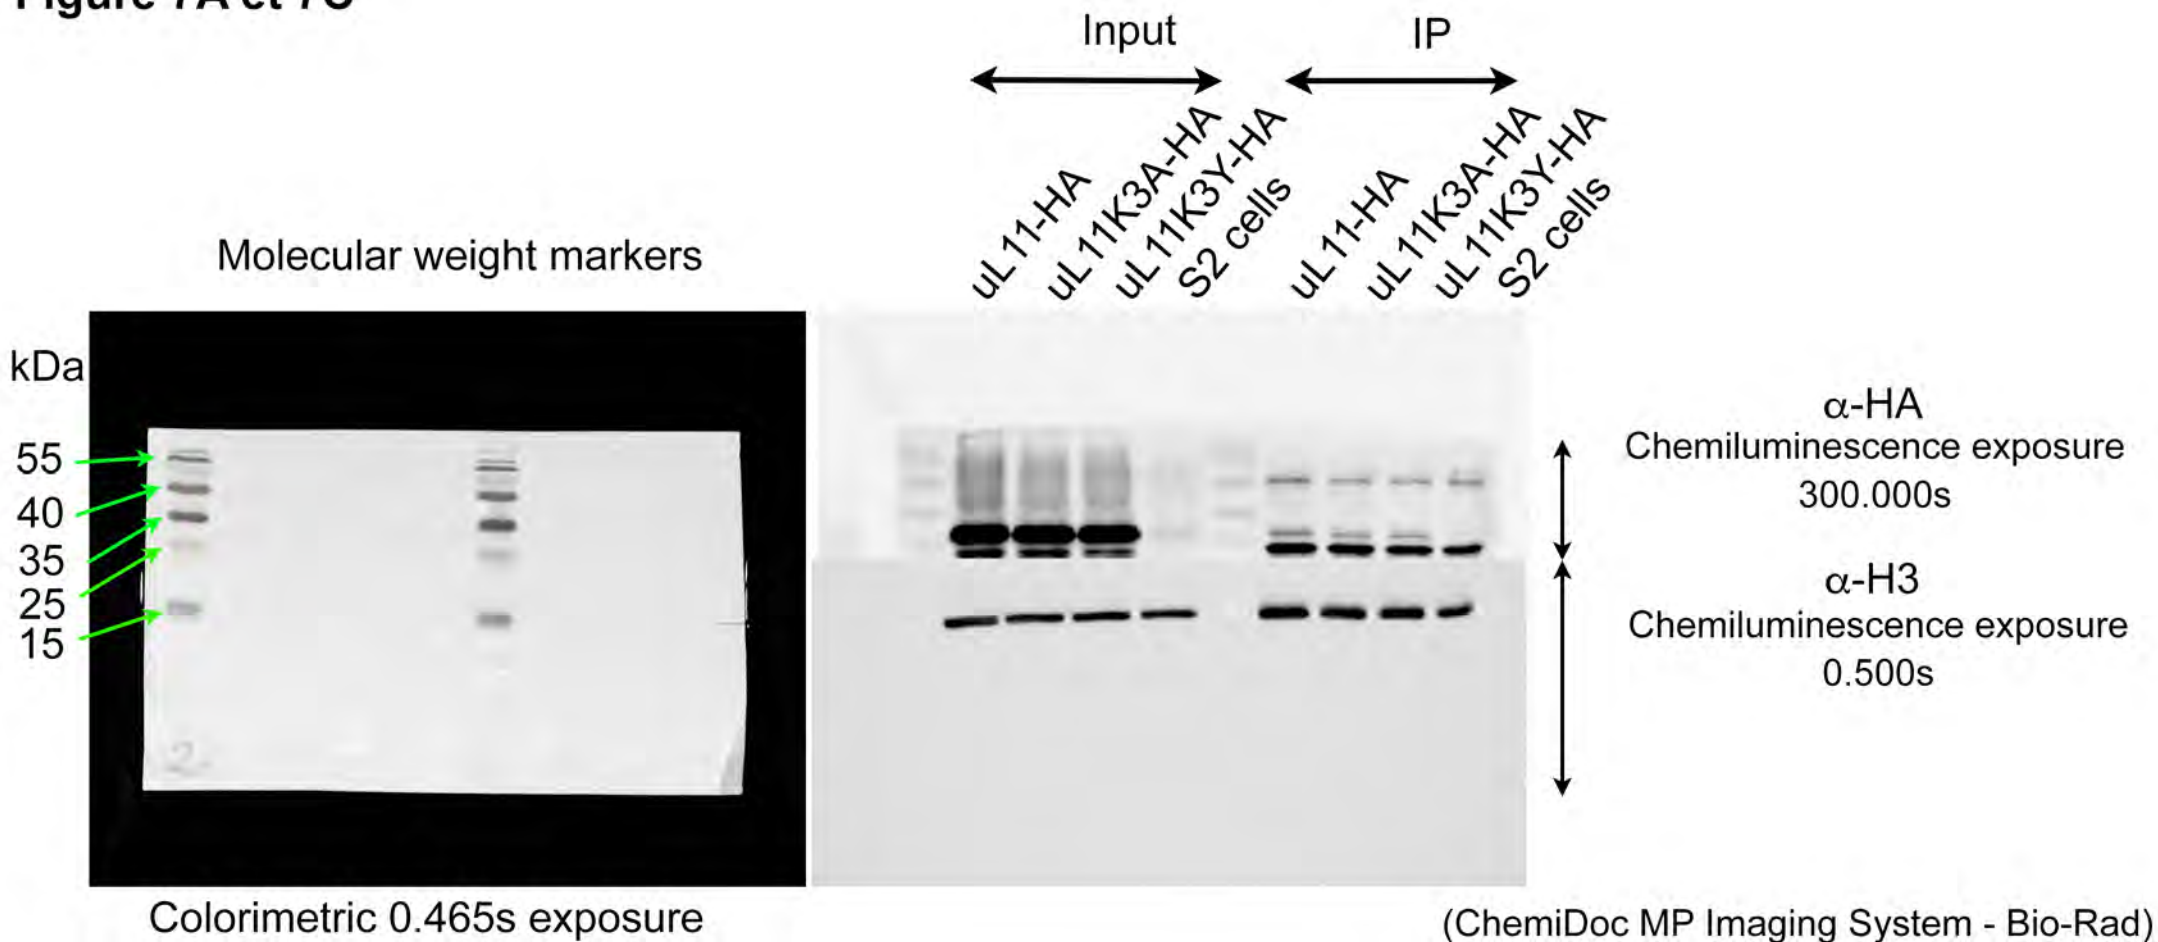

**Figure 7B**

Molecular weight markers

kDa

55  
40  
35  
25  
15

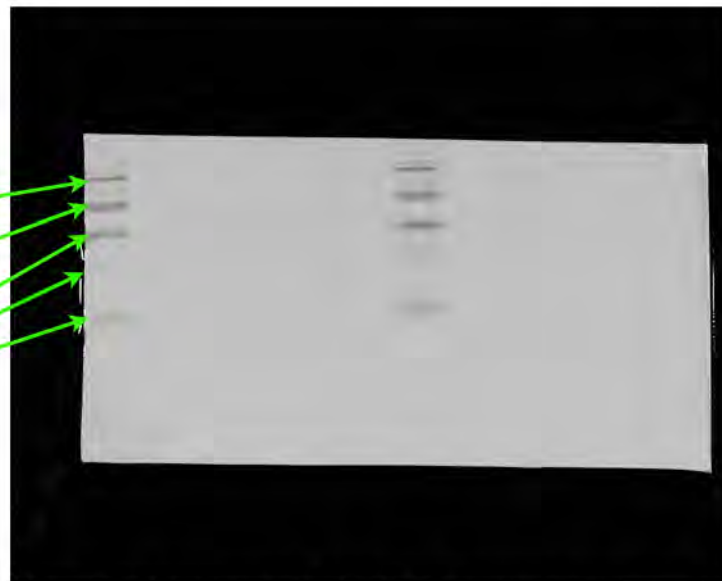

Colorimetric 0.472s exposure

(ChemiDoc MP Imaging System - Bio-Rad)

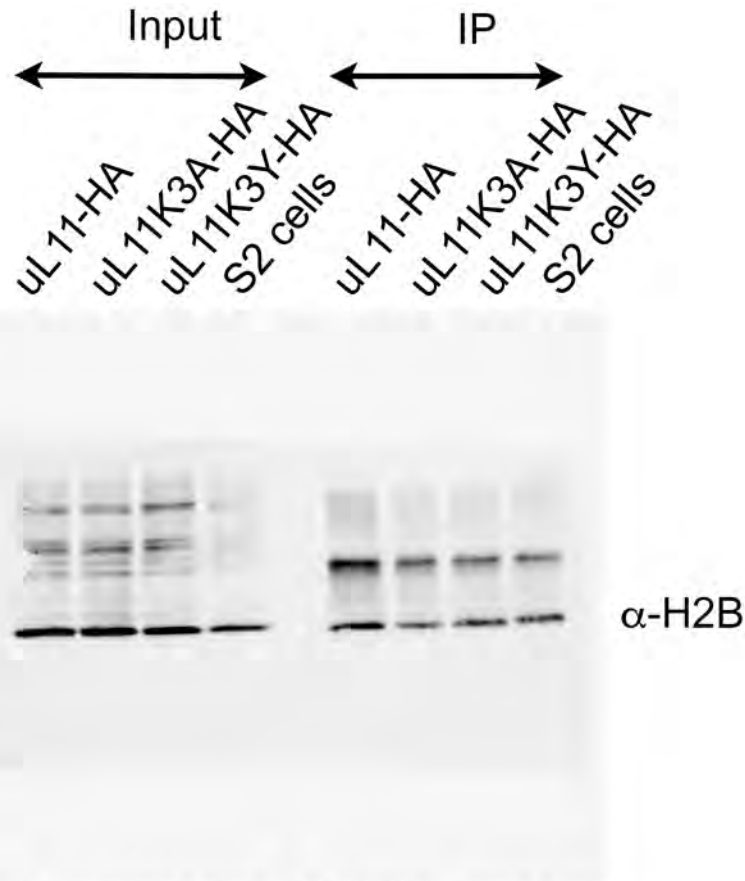

Chemiluminescence 40.000s exposure

# Supplementary Figure 1

Deposited  
peptides

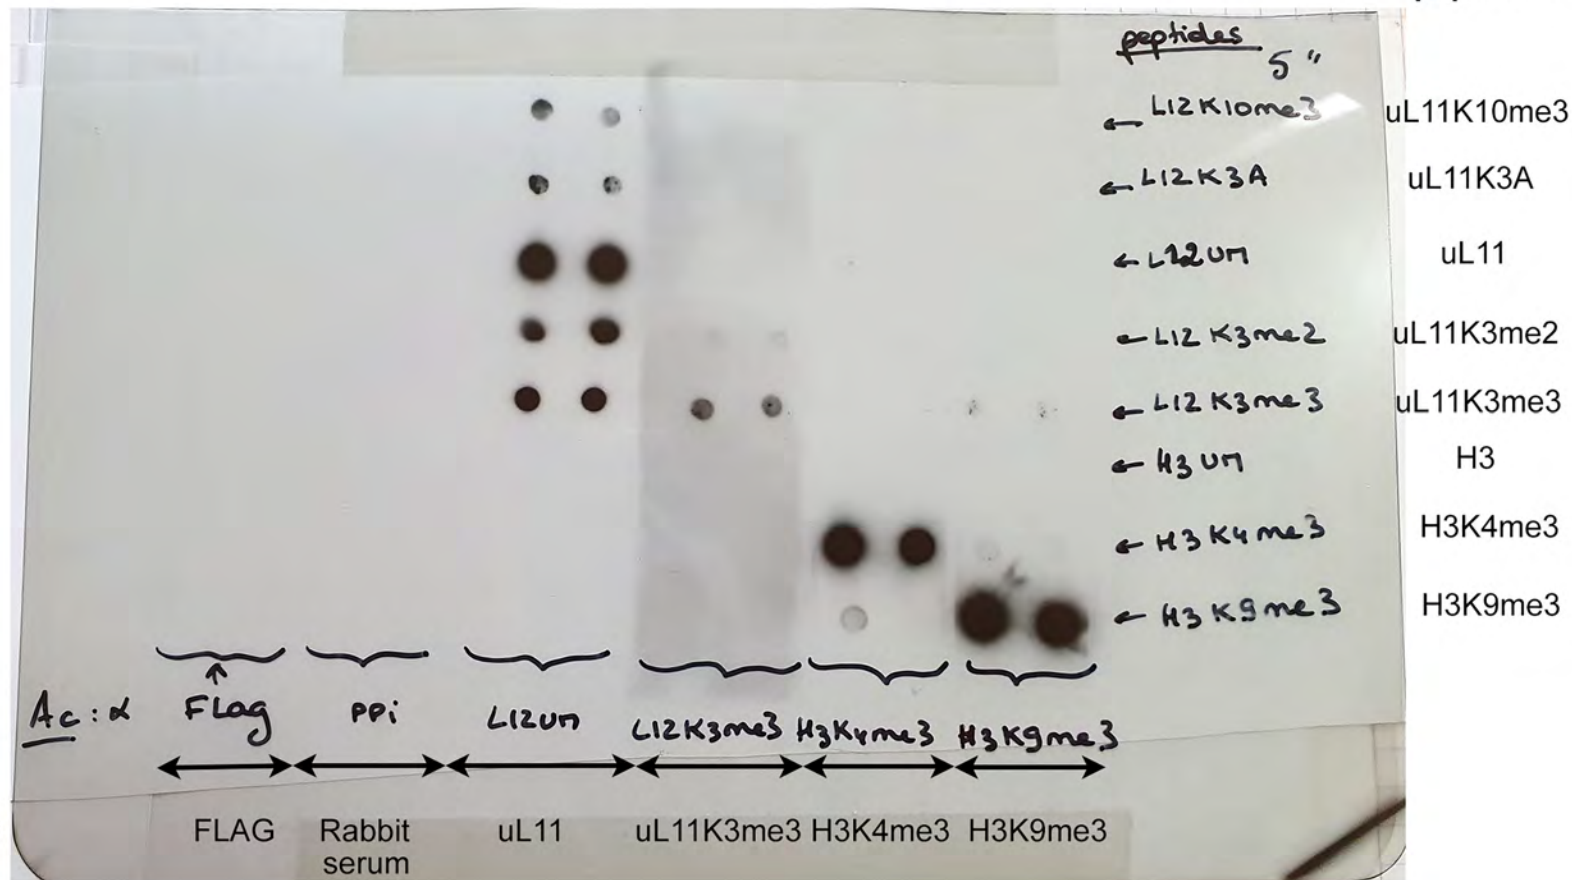

**Supplement:** S1 Raw images

How the deposited data were processed for this re-analysis (not part of the article)

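RNA was sequenced from wing imaginal discs of third-instar larvae in 2 series. One holds *w1118* and *corto* mutant discs, with 2 columns each, and the other holds *w1118*, *uL11* K3A and *uL11* K3Y discs, with 3 libraries each. The authors aligned the reads to dm6 with STAR and made the counts as deposited with FeatureCounts, 1 value per gene and library without normalization. Which strand setting was used is not stated in the paper's text. The authors also deposited a table of log2-like values, normalized by a method that the paper's text does not name, in which every gene with no counts has the same lowest value. These log2 values were used only to check the column names. By correlation across 6417 genes with at least 50 counts, the *uL11* K3Y names 1, 2 and 3 of that table matched the columns 2, 3 and 1 of the counts, so replicate numbers are those of the count table.

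The comparisons, the gene lists, the rule for naming genes and the alternatives were chosen before the data were examined, except where a choice is said to have been made later. Named genes are those the RNA-seq results of the paper name, *uL11* (*RpL12*), *corto*, the RT-qPCR reference genes, the neighbours of *uL11* named by the paper, *Xrp1*, *Irbp18*, *roX1*, *roX2*, and in each comparison the 5 genes with the largest increase and the 5 with the largest decrease among deregulated genes whose groups do not overlap, as well as list members where a count of 5 or fewer is given. Lists were taken by gene symbol. They hold 93 *RPGs*, 47 *RiBi* genes found among 60 symbols written down, 35 GST genes, 72 genes of the mitochondrial ribosome and 84 of the respiratory chain. Markers of fat body, haemocytes, muscle, trachea and salivary gland were listed as candidate sources of RNA from other tissues.

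Counts were analysed in R 4.3.3 with edgeR 4.0.16, using TMM normalization, filterByExpr and the quasi-likelihood test with Benjamini-Hochberg adjustment. Fold change and p-value cutoffs are those of the paper. Sets were tested with camera (correlation preset to 0.01), camera with an estimated correlation and fry, from limma 3.58.1, and adjusted over 20 tests. The RPG, mitochondrial ribosome and respiratory chain rises in *corto* with the preset correlation also passed with fry, but not with the estimated correlation. In *corto*, all of these used the spread between the columns of a genotype. The GST rise in *uL11* K3A passed with all of these. Fold changes against a group whose libraries all had 3 counts or fewer are given as lower bounds against 3 counts. Placing such genes at their bound leaves the medians of the lists unchanged, because each stays on the same side of the median. Floor values cover counting error only, and the bootstrap intervals cover the spread between genes. DESeq2 1.42.0 and apeglm 1.24.0 were used for alternatives, and a prior count of 2 for log2 CPM values. A loess curve with a span of 0.5 removed the trend with transcript length.

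Columns of 1 group were compared gene by gene with a chi-square value, for genes with at least 20 counts. By the rule set for this check, columns were counted as 1 library only if the median was at or below its sampling value, which was not the case. Replicate numbers were checked for pairing by the correlation of deviations from the group mean. It was 0.21, 0.54 and 0.54 between *w1118* and *uL11* K3Y libraries of the same number. Results with the number as a block are therefore also given for the numbers of deregulated genes and for some other results. Between *w1118* and *uL11* K3A it was -0.07, 0.14 and -0.14, and between *uL11* K3A and *uL11* K3Y it was -0.31, -0.07 and -0.44. Libraries of unlike number gave -0.49 (*w1118* replicate 2 and *uL11* K3Y replicate 3) to 0.46 (*uL11* K3A replicate 1 and *uL11* K3Y replicate 3). The pairing by number is thus an inference. Simulated counts were used to test the fits. In the *corto* series design (8185 genes), 97% of genes with a true log2 change of 1 were recovered and 0.51% of the calls were false. These counts were drawn with the small spread between the columns of a genotype. The shares therefore say nothing about false calls from variation between larvae. In both designs, changes were placed only in genes above a mean log2 CPM of 1.

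Alternatives covered the normalization, the filter, the test, the shrinkage of fold changes, the cutoff, the block, the groups in the fit, the reference, rRNA genes, transcript length and each library left out in turn. A pooled correlation of *roX1* and *roX2* was replaced by an exact test on ranks, because the libraries fall into separate clusters. The overlaps with discs overexpressing the Corto chromodomain and with other *RPG* mutants, and the GO terms, were not analysed here. RT-qPCR values were not used here. Positions come from a later release of the dm6 annotation than that of the paper, in which 17710 genes of the table were found.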

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

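The tests of depth, of male discs, of rRNA in *uL11* K3A against *uL11* K3Y, of fat body RNA in *uL11* K3Y, of genes off 2R and within 2 Mb of *uL11*, and of chromosome 4 were chosen only after the results were seen. No group holds 4 samples or more, so no library was tested for lying far from the others of its group.

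The *uL11* alleles differed when compared directly. Between *uL11* K3A and *uL11* K3Y, 330 genes were deregulated, 245 of them higher in *uL11* K3A, while 1671 genes had an unadjusted p-value under 0.05 and groups that do not overlap made up 26.9% of the genes tested, where chance gives 10%. Without *uL11* K3Y replicate 1, the genes lower in *uL11* K3A fell from 85 to 56. The GST genes had a median log2 difference of 0.28, and 8 of 30 were higher in *uL11* K3A. Of the 10 splits of the 6 libraries, 1, the real one, gave as many genes, and so it was for *uL11* K3A against *w1118* and for *uL11* K3Y against *w1118*. The smallest share such splits can give is 0.10, so that the share by itself cannot pass 0.05 with 3 libraries per group. The largest other counts were 27 for the alleles, where *uL11* K3Y replicate 1 stood with *uL11* K3A replicates 2 and 3, 1 for *uL11* K3A and 0 for *uL11* K3Y. If replicate numbers pair the *w1118* and *uL11* K3Y libraries, the real split of *uL11* K3Y is to be compared with the 4 splits that part all 3 pairs. These include the real split, and the other 3 gave 0 genes. Such pairing is inferred from correlations, which also reached 0.46 between libraries of unlike number (*uL11* K3A replicate 1 and *uL11* K3Y replicate 3). Depth as the whole cause is argued against, since 259 of the 330 genes were found again with all libraries thinned to 10897359 counts. Carried-over rRNA stays open, since 240 genes were found again without *uL11* K3A replicate 2, but replicate 3, kept in that fit, also had 32% multimapped reads, against 8.18% in replicate 1. *roX1* was higher in all 3 libraries of *uL11* K3A than in all 3 of *uL11* K3Y, but male discs among the dissected discs as the whole cause are argued against, since 281 of the 330 genes lay nearer to *uL11* K3Y than to *uL11* K3A in both *w1118* libraries with *roX1* as high as in *uL11* K3A. Fat body RNA in *uL11* K3Y as the cause is argued against by the 6 fat body markers, whose ranges overlap between both groups. A difference between the alleles themselves, and a difference between the 2 stocks that is not tied to *uL11*, stay open and were not tested.

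Genes the paper names or lists also differed between the alleles. *Hsp67Bc* was lower in *uL11* K3A than in *uL11* K3Y (log2 difference -2.14, adjusted p = 0.00477 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *GstE6* was higher in *uL11* K3A (3.60, adjusted p = 1.07e-05 from the same edgeR test), as were *Xrp1* (0.80, adjusted p = 0.00436 from the same edgeR test) and *Irbp18* (1.33, adjusted p = 2.79e-05 from the same edgeR test). Against *w1118*, *Xrp1* rose by a log2 fold change of 1.10 and *Irbp18* by 1.40 in *uL11* K3A. The 3 libraries of *uL11* K3A lay on one side of the 3 of *uL11* K3Y for each gene. The tests of depth, rRNA, male discs and fat body RNA given above concern these genes as part of the whole, and no test was made of reads shared between *GstE6* and its paralogs. No technical explanation was excluded for each gene alone, and a biological difference between the alleles stays untested.

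Some genes were close to off in one mutant and on in the other. The largest differences were those of *CG13579* (at least 686-fold higher in *uL11* K3A than in *uL11* K3Y), *CG18063* (at least 580-fold), *Or98a* (at least 99.8-fold), *CG3492* (at least 54-fold) and *CG3494* (at least 32.1-fold). *mthl8* was at least 470-fold lower in *uL11* K3A, *Cpr11B* at least 27.1-fold and *Ada1-1* at least 15.4-fold lower, while *CG4716* had a log2 difference of -7.43 and *CG8157* of -3.62. Counts of *CG4716* ranged from 33 to 1303 among the *uL11* K3Y libraries and those of *Cpr11B* from 22 to 341, so that single libraries weigh in their values. In comparison with *w1118*, which the paper does not discuss for these genes, *CG13579* was at least 651-fold higher in *uL11* K3A and *mthl8* at least 746-fold higher in *uL11* K3Y. *CG13579* lies on 2R, 395 kb from *uL11*, and *CG3492* and *CG3494* lie within it, 412 and 414 kb from *uL11*. Chromosome around *uL11* carried over from the injected strain is a candidate explanation for genes near *uL11*, since genes deregulated in *uL11* K3A were more frequent within 2 Mb of it (odds ratio 2.46, p = 1.73e-05 from Fisher's exact test, two-sided). Within 5 Mb, the window set first, the odds ratio was 1.67 (p = 0.00788 from Fisher's exact test), and 1.47 (p = 0.0525 from Fisher's exact test) for genes deregulated in *uL11* K3A alone. Such a carried-over segment cannot hold genes that lie on other chromosomes. Of the 352 genes deregulated in *uL11* K3A alone, 278 were not placed on 2R, and 351 had a position on a main chromosome. Whether the segment changes genes elsewhere was not tested and stays open. Segments carried over on other chromosomes were not examined, apart from the counts on chromosome 4 given below. *mthl8* had 239 and 269 counts in the *w1118* columns of the *corto* series and at most 3 in the *w1118* of the *uL11* series, so that its level differs between *w1118* libraries. Whether the stocks carry sequence variants in these genes was not examined, and no biological explanation was tested.

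*CG17574* and *CG31999* were deregulated in opposite directions in both alleles, with log2 differences of 1.57 and 1.49 (adjusted p = 1.07e-05 and 1.21e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *CG31999* lies on chromosome 4, where 14 of 84 genes tested, or 16.7%, were deregulated in *uL11* K3A, 13 of them upwards, against 4.08% elsewhere (odds ratio 4.7, adjusted p = 1.34e-05 from Fisher's exact test over 3 comparisons). In *uL11* K3Y, 3 of the 84 were deregulated, or 3.57%, against 0.436% elsewhere (odds ratio 8.46, adjusted p = 0.00685 from the same test). They are *dati*, *asRNA:CR44030* and *CG31999*, named after the values were seen. Between the alleles, 14 of the 84 differed, against 3.52% elsewhere (odds ratio 5.48, adjusted p = 5.16e-06 from the same test). A chromosome 4 of another strain kept in the *uL11* K3A stock is a candidate explanation for the genes of *uL11* K3A, which does not cover those of *uL11* K3Y and cannot be told apart from an effect of the allele on this chromosome, because sequence variants were not examined. *CG17574* lies on 2R, over 5 Mb from *uL11*, and no explanation was tested for it alone.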

How the results depend on the processing

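The fit on *w1118* and *uL11* K3Y libraries alone with a replicate block, the fit of DESeq2 with each series' own *w1118*, the values of single genes with pooled *w1118*, the replicate block for shared genes, and the borrowed spread for genes shared with *corto* were chosen only after the results were seen. For no change below was the cause tested, except where fewer libraries or another reference are part of the alternative itself.

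Among named genes, 420 of 473 comparisons kept their direction and their side of the adjusted p-value of 0.05 (or, without a test, their value), 26 became weaker, 11 stronger, 12 moved and 4 reversed. By both cutoffs together, 387 of the 433 comparisons with a test kept their direction and their call. With both *w1118* groups pooled in DESeq2 with apeglm, run for single genes after the values were seen, 25 of 37 did, and *CG13516* (0.08), *Hsp67Bc* (0.44) and *RpL12* (0.12) in *corto*, *RpL15* in *uL11* K3A (-0.27) and *mthl8* in *uL11* K3Y (0.00) no longer passed, *Hsp67Bc* (1.44) and *GstE8* (1.04) in *uL11* K3Y now passed, and *RpL39* in *corto* reversed (-0.06). The *corto* gene in *corto*, under the fold change cutoff in both, had 0.42 and an adjusted p of 0.105. *Xrp1* (-0.40) and *mt:ND2* (-0.09) in *corto* and *CG12115* (-0.09) and *CG17145* (-0.05) in *uL11* K3A fell under the fold change cutoff alone. Among the other results, 330 of 470 kept their direction and side of the threshold or, for counts, stayed within 1.5 times, 11 became weaker, 14 stronger, 105 moved and 10 reversed. Size factors of DESeq2 in edgeR and the removal of rRNA genes before the library sizes changed none of the 27 results run with each.

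With DESeq2's Wald test, 177 genes were down-regulated in *uL11* K3A, 52 up-regulated and 36 down-regulated in *uL11* K3Y, and 134 were lower in *uL11* K3A than in *uL11* K3Y. The *uL11* mutants then shared 52 genes, 33 up-regulated in both and 14 down-regulated in both, and *uL11* K3Y and *corto* shared 32. Of the genes called in the comparisons with edgeR, 42 of 42 in *uL11* K3Y, 370 of 380 in *uL11* K3A and 1751 of 2204 in *corto* were called again. With apeglm shrinkage, 48 genes were up-regulated and 28 down-regulated in *uL11* K3Y, and 29 up-regulated in both mutants. Over all libraries with both *w1118* groups pooled, 442 were up-regulated and 489 down-regulated in *corto*, 177 down-regulated in *uL11* K3A, and 58 up-regulated and 41 down-regulated in *uL11* K3Y. Of the 2204 genes called in *corto* with edgeR, 648 were then called again. With each series' own *w1118*, 690 were up-regulated in *corto*, 53 up-regulated and 32 down-regulated in *uL11* K3Y, 48 shared by the *uL11* mutants and 31 up-regulated in both.

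With the adjusted p-value alone, 2652 genes were up-regulated and 2536 down-regulated in *corto*, and 166 down-regulated in *uL11* K3A. Tested against the cutoff with glmTreat, the numbers up and down were 680 and 597 in *corto*, 149 and 25 in *uL11* K3A, 12 and 7 in *uL11* K3Y, and 131 and 36 for *uL11* K3A against *uL11* K3Y. With the spread of the *uL11* series, *corto* had 316 and 285, and shared 22 genes with *uL11* K3A, 10 with *uL11* K3Y and 6 with both.

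With the replicate block, 234 genes were up-regulated and 66 down-regulated in *uL11* K3A, and 268 differed between *uL11* K3A and *uL11* K3Y. In *uL11* K3Y, 14 were up-regulated and 12 down-regulated. No GST gene was up-regulated in *uL11* K3Y (0, with 7 at an unadjusted p-value under 0.05 without the block). The *RiBi* median in *uL11* K3A was 0.10, now past the threshold with the preset correlation of camera. The *uL11* mutants then shared 16 genes, 11 up-regulated and 4 down-regulated in both, and *uL11* K3Y and *corto* shared 13. In the fit on *w1118* and *uL11* K3Y alone with the block, 6 genes were up-regulated, 5 down-regulated and 0 GST genes up-regulated. In fits on *w1118* and 1 mutant, 62 were down-regulated in *uL11* K3A, and 14 up-regulated and 10 down-regulated in *uL11* K3Y. In the fit over all libraries, 28 were down-regulated in *uL11* K3Y. With upper-quartile normalization, 0 GST genes were up-regulated in *uL11* K3Y. That scaling moved the share of up-regulated genes in *corto* from 53.5% to 63.4%.

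The respiratory chain median in *uL11* K3Y was -0.06 without the filter and -0.07 with at least 10 counts in every library, and no longer past the threshold in either. Against the *w1118* of the *uL11* series, the medians in *corto* were 0.26 for *RPGs*, with 22 of them up-regulated, -0.33 for *RiBi* genes, -0.51 for GST genes, -0.13 for the mitochondrial ribosome and 0.12 for the respiratory chain. The GST and mitochondrial ribosome medians thus reversed with another reference. Of the 2204 genes called in *corto*, 927 were called again with this reference and 227 were opposite in direction. After the trend with length was removed, the GST median was 0.06 and that of the mitochondrial ribosome 0.20 in *corto*. Within 1 Mb of *uL11*, genes deregulated in both mutants had an odds ratio of 2.81 (p = 0.172 from Fisher's exact test), and those deregulated in *uL11* K3A alone 1.79 within 1 Mb and 2.21 within 2 Mb.

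Leaving out each of the 6 libraries of a comparison in turn gave 53 to 88 genes down-regulated in *uL11* K3A (53 without *w1118* replicate 1, 57 without *uL11* K3A replicate 2), 9 to 16 up-regulated in *uL11* K3Y (9 without *w1118* replicate 1) and 9 to 13 down-regulated (9 without *uL11* K3Y replicate 3), and 56 to 98 lower in *uL11* K3A than in *uL11* K3Y (56 without *uL11* K3Y replicate 1). Over the 9 fits for shared genes, the *uL11* mutants shared 12 to 22 (12 without *w1118* replicate 1), 7 to 15 up-regulated in both and 3 to 7 down-regulated in both (3 without *w1118* replicate 3), *uL11* K3Y and *corto* shared 10 to 17 (10 without *w1118* replicate 3), and all 3 mutants 5 to 11 (5 without *w1118* replicate 1). Of GST genes, 0 to 0 were up-regulated in *uL11* K3Y.

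Medians across these fits ran in *uL11* K3A from -0.22 to 0.02 for *RPGs*, 0.01 to 0.17 for *RiBi* genes, 0.08 to 0.36 for GST genes (0.08 without *w1118* replicate 3), 0.00 to 0.20 for the mitochondrial ribosome and -0.02 to 0.16 for the respiratory chain (-0.02 without *w1118* replicate 3). In *uL11* K3Y they ran from -0.13 to 0.11 for *RPGs*, -0.07 to 0.06 for *RiBi* genes, -0.03 to 0.05 for GST genes, -0.15 to 0.04 for the mitochondrial ribosome and -0.14 to 0.05 for the respiratory chain. Without *w1118* replicate 2, the *RPG* median was 0.02 in *uL11* K3A and 0.11 in *uL11* K3Y, and those of GST genes (0.03), the mitochondrial ribosome (0.04) and the respiratory chain (0.05) in *uL11* K3Y also reversed. The GST median in *uL11* K3Y further reversed without *w1118* replicate 3 (0.05) and without *uL11* K3Y replicate 3 (0.03). The log2 fold change of *RpL12* in *uL11* K3Y ran from -0.05 to 0.19, and was -0.01 without *w1118* replicate 1, -0.05 without *w1118* replicate 3 and -0.02 without *uL11* K3Y replicate 2. Leaving out a column of the *corto* series leaves 1 in its group, so that only values are given, 0.33 to 0.47 for GST genes and 0.43 to 0.48 for the mitochondrial ribosome.

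Counting both columns of a *corto* series genotype the other way did not apply, since they were counted as 2. With the fold change cutoff alone and 1 library per genotype, 1269 genes rose and 1120 fell. With all libraries thinned to the depth of the lowest, 300 of 380 genes were found again in *uL11* K3A and 33 of 42 in *uL11* K3Y, so that depth limits the numbers of genes called.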

Differences from the paper's values

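No test was chosen for this part after the results were seen, apart from the fit of DESeq2 over all libraries with each series' own *w1118*, the values of single genes with pooled *w1118* and the replicate block for shared genes.

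In *corto*, the paper gives 481 up-regulated and 458 down-regulated genes, against 1179 and 1025 here. Among the alternatives set before the data were examined, glmTreat (680 and 597) and DESeq2 with apeglm over all libraries and pooled *w1118* (442 and 489) came within 1.5 times of the paper's numbers, and the others did not. DESeq2 with each series' own *w1118*, chosen after seeing the values, gave 690 up-regulated genes, within 1.5 times, and 689 down-regulated genes, not within it.

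In *uL11* K3Y, the paper gives 45 up-regulated and 39 down-regulated genes, against 24 and 18 here. Among the alternatives set before the data were examined, DESeq2's Wald test (52 and 36), apeglm shrinkage (48 and 28), the fit over all libraries (36 and 28) and DESeq2 with pooled *w1118* (58 and 41) came within 1.5 times, and the others did not. With each series' own *w1118*, chosen after seeing the values, the numbers were 53 and 32.

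The paper's Venn diagram gives about 52 genes shared by *uL11* K3A and *uL11* K3Y in Fig 8A, as the sum of its parts read by eye, against 28 here. The paper gives 29 genes up-regulated and 17 down-regulated in both, against 18 and 8 here. Among the alternatives set before the data were examined, DESeq2's Wald test came within 1.5 times for all 3 (52, 33 and 14), and apeglm shrinkage for the shared genes (41) and those up-regulated in both (29), and the others did not. With each series' own *w1118*, chosen after seeing the values, 48 were shared and 31 up-regulated in both, within 1.5 times, and 11 down-regulated in both, which was not. The replicate block, run for shared genes after seeing the values, gave 16, 11 and 4, further from the paper.

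Fold changes were compared with those of S3 Table, of which the copy at hand holds 1282 genes. For *CG13516* in *corto*, the paper's log2 fold change is 0.91, against 1.40 here. For *Hsp67Bc* in *corto* it is 0.75, against 1.33, for *Xrp1* in *corto* -0.55, against -0.60, and for *RpL12* in *corto* 0.59, against 0.67. Alternatives for single genes were DESeq2's Wald test, apeglm shrinkage, at least 10 counts in every library, the replicate block and 4 fits without 1 column, and of these 8 only the one without *w1118* replicate 1 of the *corto* series came within the error, for *RpL12* (0.62). Other normalizations, no filter, the removal of rRNA genes and of the length trend, and the other reference were not run for single genes. DESeq2 with each series' own *w1118*, chosen after seeing the values, came within the error for *Xrp1* (-0.58) and *RpL12* (0.62) but not for *CG13516* (1.19) and *Hsp67Bc* (1.06). With pooled *w1118*, run for single genes after seeing the values, none of the 4 did (0.08 for *CG13516*, 0.44 for *Hsp67Bc*, -0.40 for *Xrp1* and 0.12 for *RpL12*). For *Hsp67Bc* in *uL11* K3A, the paper's value is -0.25, against -0.81 here, and apeglm shrinkage (-0.53) and, chosen after, pooled *w1118* (-0.30) came within the error. For *Xrp1* in *uL11* K3Y it is 0.11, against 0.30, and apeglm shrinkage (0.18) and, chosen after, pooled *w1118* (0.06) and each series' own *w1118* (0.22) came within the error. For *RpL12* in *uL11* K3A it is -0.13, against -0.26, and apeglm shrinkage (-0.22), the replicate block (-0.25), and the fits without *w1118* replicate 2 (-0.11), without *uL11* K3A replicate 1 (-0.21) and without *uL11* K3A replicate 2 (-0.25) came within the error, as did, chosen after, pooled *w1118* (-0.02) and each series' own *w1118* (-0.23).

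The paper counts *GstE6* and *Hsp67Bc* among the genes up-regulated in *uL11* K3Y. Here their adjusted p-values were 0.103 and 0.162 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and DESeq2's Wald test, apeglm shrinkage and, chosen after seeing the values, DESeq2 with each series' own *w1118* called both. The paper states that the reference genes of its RT-qPCR did not vary in the mutants. In *corto*, *Gapdh1* and *Gapdh2* each had a log2 fold change of 0.76, with adjusted p-values of 0.0443 and 0.0189 with the spread of the *uL11* series, while *Spt6* had -0.14. The rise of *Gapdh1* depended on the reference, with a mean of 333 CPM in *corto* and 344 in the *w1118* of the *uL11* series. *Gapdh2* had 1158 CPM in *corto* and 926 in that *w1118*. On one side of *uL11*, the paper's intergenic sequence differs from the overlap of 8 bp with *RpL39* found in a later annotation.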

Other observations

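The tests of the strand, of *roX* levels, of fat body RNA in *corto*, of both columns of a genotype, of genes off 2R, of muscle markers by library and of lists from simulated groups were chosen only after the results were seen.

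The *RPG* rise in *corto* stood at a median log2 fold change of 1.00. A bias by transcript length as the whole cause is argued against, since 1.00 lies above 0.48, the upper limit of lists matched for length and expression. After the trend was removed, the median was still 0.78. A change of all short and highly expressed genes alike is argued against by the *RPG* median lying 0.34 above that of the respiratory chain (95% interval 0.17 to 0.54). The reference stays open, since the median against the *w1118* of the *uL11* series was 0.26, and that reference came from another protocol. A loss of Corto is the difference the design names and was not tested apart from the libraries.

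In the *corto* series, the share of uniquely mapped reads counted on genes was 48.4% to 49.9%, against 93.9% to 97.2%. A candidate explanation is counting on one strand of libraries that keep no strand, since genes antisense to far stronger genes had a median log2 ratio between the series of 3.43, against -0.14 for others. Of 190 such genes tested, 85 were deregulated in *corto*. The columns of a *corto* series genotype may be 1 library of each genotype in 2 parts, since their median chi-square was 0.55, against 0.455 for sampling and at least 1.87 between other replicates. Their deposited description speaks against it, as it names 2 biological replicates.

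Fat body markers rose in *corto* by a median log2 fold change of 3.42 (6 of 6 past the cutoffs). *Fbp1* had a mean of 306 CPM in *corto*, against 30.9 in its own *w1118* and 2477 in the *w1118* of the *uL11* series. The rise of *Fbp1* thus depended on the reference. Fat body RNA in the *corto* libraries is a candidate explanation, found and tested on the same data. The other lists had medians of 0.05 for haemocytes, 0.98 for muscle, 0.09 for trachea and -2.26 for salivary gland. Past the cutoffs were 4 of 5 muscle markers and 3 of 3 salivary gland markers. In *uL11* K3Y, the medians were 1.06 for fat body, -0.03 for haemocytes, -0.30 for muscle, 0.03 for trachea and 0.69 for salivary gland, none past the cutoffs. The fat body gene *Lsp1alpha* ranged from 15.4 to 1617 CPM among *uL11* K3A libraries and from 159 to 4788 among *uL11* K3Y libraries.

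In *uL11* K3A, more fat body or haemocyte RNA as the cause of the up-regulated genes is argued against by medians of -0.67 for fat body and -0.56 for haemocyte markers, none of which was higher than in *w1118*. Muscle markers had a median of 0.19, with 4 of 5 higher. In replicate 1, 5 of 5 lay above every *w1118* library, but 2 libraries of *uL11* K3A, replicates 2 and 3, had 4 of the 5 below every *w1118* library. The up-regulated genes lay above *w1118* in all 3 libraries, which argues against more muscle RNA as their cause. Less RNA of other tissues was not tested as a cause of the 108 down-regulated genes and stays open. Trachea markers had a median of -0.34 and salivary gland markers of -1.34. Among rRNA genes, 10 of 11 had a log2 fold change over 1 and 0 passed the cutoffs. Carried-over rRNA in some *uL11* K3A libraries is a candidate explanation for their levels, since rRNA pseudogenes made up 0.0532% of the counts in replicate 2, which has the most multimapped reads, against 0.0024% in replicate 1 and 0.0161% in replicate 3.

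The *uL11* mutants had 28 deregulated genes in common. In simulations of unchanged groups, at most 1 gene was called in either comparison, so that the calls decide nothing. Lists of the same lengths from these groups, the genes of lowest p-value past the fold change cutoff, shared up to 26 genes (median 19). Log2 fold changes of both mutants had a correlation of 0.35 and the same sign in 57.9% of the genes, against 0.49 and 66.7% in the simulations. How many of the 28 genes come from the shared *w1118* libraries therefore stays open. Chromosome around *uL11* carried over from the injected strain is a candidate explanation for the genes near *uL11*, with an odds ratio of 4.25 within 5 Mb. Such a segment cannot hold the 20 shared genes that lie on other chromosomes than 2R. Whether it changes genes elsewhere was not tested and stays open. On 3L, which holds 1772 of the 9037 genes tested, lay 8 of the shared genes. It also held 9 of the 14 genes deregulated in *uL11* K3Y alone. Whether segments of 3L were carried over was not examined, so the genes off 2R do not speak against carry-over as such. An effect of the substituted lysine common to both alleles stays open and was not tested apart from the stocks.

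*roX1* and *roX2*, which are expressed in males, varied among the 9 libraries of the *uL11* series. *roX1* lay at or above 77.3 CPM in 5 libraries, the 3 of *uL11* K3A and replicates 1 and 3 of *w1118*, and between 13.8 and 30.7 CPM in the other 4. The same 5 were the highest in *roX2* (p = 0.00794 from an exact hypergeometric test, one-sided). Male discs among the dissected discs may explain this pattern, which is a hypothesis found and tested on the same libraries.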
